# STAT1-deficient mice spontaneously develop estrogen receptor α-positive luminal mammary carcinomas

**DOI:** 10.1186/bcr3100

**Published:** 2012-01-20

**Authors:** Szeman Ruby Chan, William Vermi, Jingqin Luo, Laura Lucini, Charles Rickert, Amy M Fowler, Silvia Lonardi, Cora Arthur, Larry JT Young, David E Levy, Michael J Welch, Robert D Cardiff, Robert D Schreiber

## Abstract

**Introduction:**

Although breast cancers expressing estrogen receptor-α (ERα) and progesterone receptors (PR) are the most common form of mammary malignancy in humans, it has been difficult to develop a suitable mouse model showing similar steroid hormone responsiveness. STAT transcription factors play critical roles in mammary gland tumorigenesis, but the precise role of STAT1 remains unclear. Herein, we show that a subset of human breast cancers display reduced STAT1 expression and that mice lacking STAT1 surprisingly develop ERα+/PR+ mammary tumors.

**Methods:**

We used a combination of approaches, including histological examination, gene targeted mice, gene expression analysis, tumor transplantaion, and immunophenotyping, to pursue this study.

**Results:**

Forty-five percent (37/83) of human ERα+ and 22% (17/78) of ERα- breast cancers display undetectable or low levels of STAT1 expression in neoplastic cells. In contrast, STAT1 expression is elevated in epithelial cells of normal breast tissues adjacent to the malignant lesions, suggesting that STAT1 is selectively downregulated in the tumor cells during tumor progression. Interestingly, the expression levels of STAT1 in the tumor-infiltrating stromal cells remain elevated, indicating that single-cell resolution analysis of STAT1 level in primary breast cancer biopsies is necessary for accurate assessment. Female mice lacking functional STAT1 spontaneously develop mammary adenocarcinomas that comprise > 90% ERα+/PR+ tumor cells, and depend on estrogen for tumor engraftment and progression. Phenotypic marker analyses demonstrate that STAT1^-/- ^mammary tumors arise from luminal epithelial cells, but not myoepithelial cells. In addition, the molecular signature of the STAT1^-/- ^mammary tumors overlaps closely to that of human luminal breast cancers. Finally, introduction of wildtype STAT1, but not a STAT1 mutant lacking the critical Tyr701 residue, into STAT1^-/- ^mammary tumor cells results in apoptosis, demonstrating that the tumor suppressor function of STAT1 is cell-autonomous and requires its transcriptional activity.

**Conclusions:**

Our findings demonstrate that STAT1 suppresses mammary tumor formation and its expression is frequently lost during breast cancer progression. Spontaneous mammary tumors that develop in STAT1^-/- ^mice closely recapitulate the progression, ovarian hormone responsiveness, and molecular characteristics of human luminal breast cancer, the most common subtype of human breast neoplasms, and thus represent a valuable platform for testing novel treatments and detection modalities.

## Introduction

Estrogen receptor-alpha-positive (ERα^+^) and progesterone receptor-positive (PR^+^) breast cancer account for approximately 60% to 70% of the breast cancer cases diagnosed in humans [1,2]. The majority of these tumors exhibit a molecular signature that is characteristic of the luminal subtype [3]. The standard of care for luminal breast cancer is either to inhibit ERα signaling using selective ER modulators or to deprive the tumors of estradiol (E2) by ovarian ablation or aromatase inhibition [4]. Despite the advances in the treatment of luminal breast cancers, progress has been hampered by a significant deficit in murine models that fully reproduce the hormonal responsiveness and dependency of human ERα^+^/PR^+ ^breast cancers [5-8] and that can be used to develop better methods to follow the disease after treatment.

STAT1 is a transcription factor that plays a critical role in interferon (IFN) signaling [9]. Cells lacking STAT1 respond aberrantly to IFNα/β and IFNγ, and STAT1^-/- ^mice display immune defects rendering them highly susceptible to infection [10,11] and tumor development [12,13]. The latter finding shows that STAT1 is important in manifesting the IFN-dependent, cell-extrinsic tumor suppressor actions of immunity (that is, the elimination phase of cancer immunoediting [14]). Other studies have also suggested that STAT1 can function as a cell-intrinsic tumor suppressor by maintaining basal expression levels of caspases [15], upregulating p27^Kip1 ^expression [16,17], or interacting with p53 or BRCA1 [18-20]. However, these latter studies were conducted mostly with cell lines *in vitro *and have not been validated by *in vivo *approaches. Most recently, *in vivo *studies indicated that STAT1 could suppress tumor development in the ErbB2/Neu-driven mammary tumor models [21,22], although its action in other types of mammary tumors remains undefined. Paradoxically, others have proposed that STAT1 can facilitate tumor outgrowth since elevated levels of STAT1 in melanoma cell lines result in their acquisition of resistance to radiation or chemotherapy [23,24]. This apparent paradox has also been observed in biopsies of human breast cancers [25,26]. However, it remains unclear whether the altered STAT1 levels were present in the breast cancer cells themselves or in stromal cells. Thus, the physiological role of STAT1 during cancer development remains poorly understood and may be context-dependent.

Here, we show that STAT1 expression is lost or significantly diminished in the neoplastic cells of a subset of human patients with ERα^+^/PR^+ ^breast cancer relative to normal breast epithelium, suggesting that downregulation of STAT1 is associated with tumor progression. To further investigate this observation, we followed female mice lacking STAT1 longitudinally and found that they spontaneously develop ERα^+^/PR^+^, hormone-responsive mammary gland cancers of the luminal subtype, thus closely recapitulating the characteristics of human ERα^+^/PR^+ ^luminal breast cancers.

## Materials and methods

### Immunohistochemistry on human breast cancer samples

Formalin-fixed paraffin-embedded tissue blocks were retrieved from the archive of the Department of Pathology in Spedali Civili di Brescia, Brescia, Italy. This retrospective study was conducted in compliance with the Declaration of Helsinki and with policies approved by the Ethics Board of Spedali Civili di Brescia. For this large-scale retrospective and exclusively observational study on archival materials, patient consent was not needed, as established by Italian regulations (Delibera del garante n. 52 del 24/7/2008 and DL 193/2003). The cohort consisted of 161 primary breast carcinomas selected from a series of routinely examined cases collected between 2006 and 2008, adjacent normal breast tissues from 11 patients with cancer, and normal breast tissues from five healthy individuals (tissues kindly provided by Monica Guaragni, Clinica S. Anna, Brescia, Italy). Breast carcinoma samples were characterized on the basis of histology, ERα (clone SP1; Thermo Fisher Scientific, Waltham, MA, USA) and PR (clone PgR 636; Dako, Glostrup, Denmark) expression, and HER2 amplification by immunohistochemistry (Herceptest; Dako) and fluorescence *in situ *hybridization (PathVision HER-2 DNA probe kit; Abbott Laboratories, Abbott Park, IL, USA) (summarized in Table 1). STAT1 protein expression was evaluated on four-micron (4-μm) tissue sections by using a rabbit polyclonal antibody against STAT1 (sc-346, 1:400; Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA). Antigen retrieval was performed by microwaving in citrate buffer (pH 6.0). Positive signal was revealed by the Super Sensitive polymer-horseradish peroxidase immunohistochemistry detection system in accordance with the instructions of the manufacturer (BioGenex, San Ramon, CA, USA). Mouse spleens obtained from WT and STAT1^-/- ^mice were used as positive and negative controls, respectively, to confirm the specificity of the STAT1 antibody (Figure 1A). STAT1 expression of the human normal breast tissues and breast tumor samples was assessed according to the percentage of STAT1^+ ^tumor or stromal cells (percentage score: 1 = fewer than 5% of positive cells; 2 = 5% to 25% of positive cells; 3 = 25% to 75% of positive cells; and 4 = greater than 75% of positive cells) and to the intensity of the staining (intensity score: 1 = low; 2 = intermediate, and 3 = high) (Table 1 and Figure 1B), similar to the determination of ERα expression by using the Allred score [27]. The percentage score was then added to the intensity score to produce the final STAT1 score.

**Table 1:** Clinicopathological characteristics of the human patients with breast cancer in this study with STAT1 staining results

	Number (percentage)			
	All cases	ER^-^	ER^+^	
Characteristics	(*n *= 161)	(*n *= 78)	(*n *= 83)	*P *value
PR expression				
Negative	95 (59%)	78 (100%)	7 (8%)	2.91 × 10^-38a^
Positive	76 (47%)	0 (0%)	76 (92%)	
HER2 IHC or FISH				
Negative	129 (80%)	46 (59%)	83 (100%)	1.35 × 10^-12a^
Positive	32 (20%)	32 (41%)	0 (0%)	
Histology group^b^				
A	6 (4%)	2 (3%)	4 (5%)	
B	138 (85%)	71 (91%)	67 (81%)	0.2512^a^
C	16 (10%)	5 (6%)	11 (13%)	
D	1 (1%)	0 (0%)	1 (1%)	
Percentage of STAT1^+ ^neoplastic cells (percentage score)				
< 5%	17 (11%)	7 (9%)	10 (12%)	
5%-25%	20 (12%)	10 (13%)	10 (12%)	0.91^c^
26%-75%	65 (40%)	33 (42%)	32 (39%)	
> 75%	59 (37%)	28 (36%)	31 (37%)	
Percentage of STAT1^+ ^stromal cells (percentage score)				
< 5%	0 (0%)	0 (0%)	0 (0%)	
5%-25%	16 (10%)	2 (3%)	14 (17%)	0.006^a^
26%-75%	54 (34%)	26 (33%)	28 (34%)	
> 75%	91 (56%)	50 (64%)	41 (49%)	
STAT1 intensity in STAT1^+ ^neoplastic cells (intensity score)				
Low	54 (34%)	17 (22%)	37 (45%)	
Intermediate	60 (37%)	31 (40%)	29 (35%)	0.0042^c^
High	47 (29%)	30 (38%)	17 (20%)	
STAT1 intensity in STAT1^+ ^stromal cells (intensity score)				
Low	2 (1%)	0 (0%)	2 (2%)	
Intermediate	18 (11%)	3 (4%)	15 (18%)	0.0027^a^
High	141 (88%)	75 (96%)	66 (80%)	

^a^Fisher exact test. ^b^Histology group A: ductal carcinoma *in situ *with minor areas of invasive ductal carcinoma; group B: invasive ductal carcinoma; group C: lobular carcinomas; group D: mixed ductal and lobular carcinomas. ^c^Chi-squared test. ER, estrogen receptor; FISH, fluoresence *in situ *hybridization; HER2, human epidermal growth factor receptor 2; IHC, immunohistochemistry; PR, progesterone receptor.

**Figure 1:**
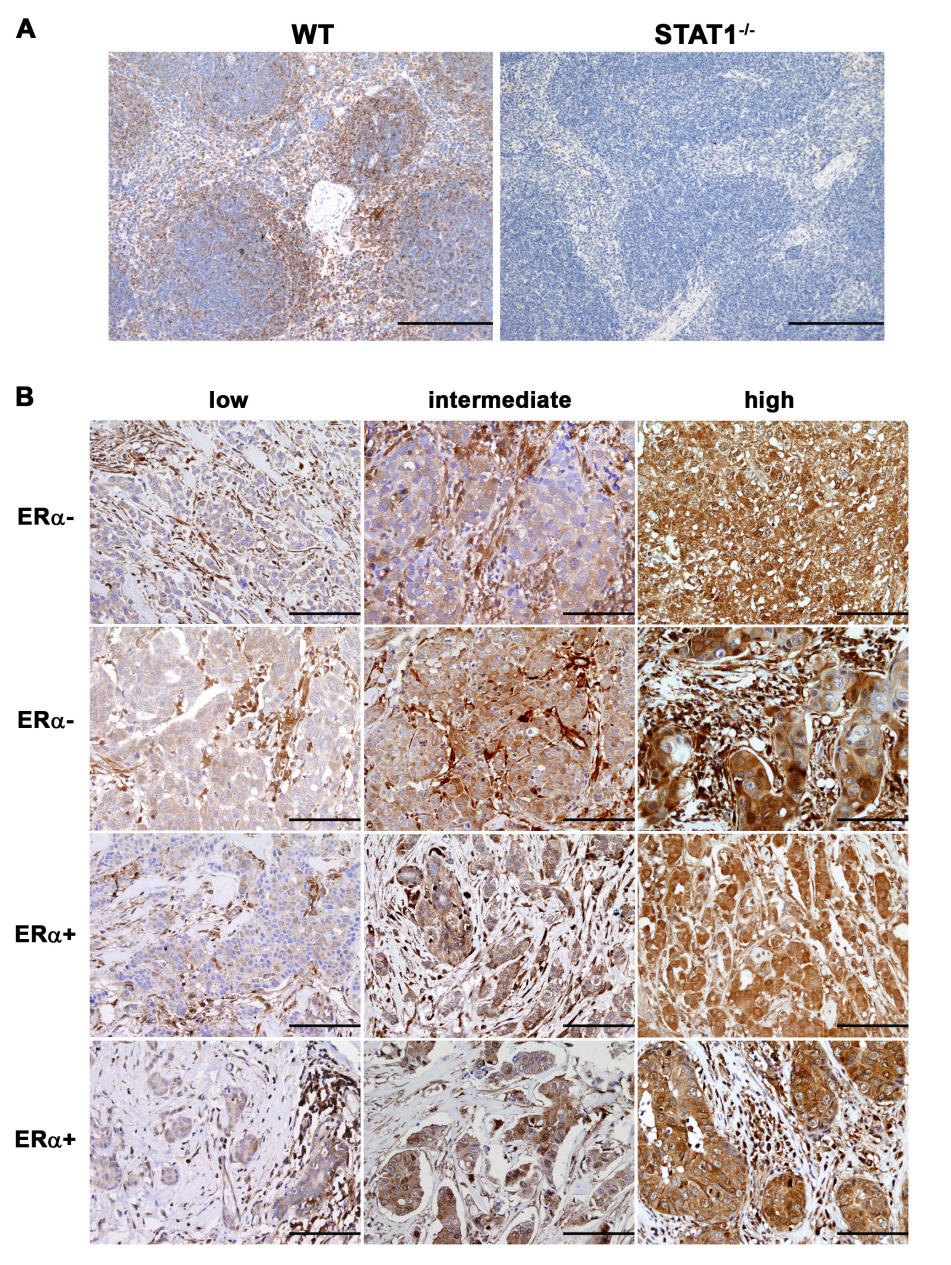
**Immunohistochemical analysis of STAT1 expression levels in human breast cancers**. **(A) **Immunohistochemical analysis on wild-type (WT) and STAT1^-/- ^spleens to confirm the specificity of the antibody against STAT1. Sections of WT or STAT1^-/- ^spleens were stained with a polyclonal rabbit antibody against an epitope in STAT1 which is homologous to both humans and mice. STAT1 reactivity was observed predominantly in the lymphoid cells of the white pulp in WT spleen. However, no appreciable signal was detected in the STAT1^-/- ^spleen. Original magnification, 100×. Scale bars = 200 μm. **(B) **The staining intensity of the STAT1^+ ^signal was evaluated by using a three-tiered scale (low, intermediate, and high). Low, intermediate, and high STAT1 correspond to the staining intensity scores of 1, 2, and 3, respectively, in Table 2. Six cases of estrogen receptor-alpha-negative (ERα^-^) and six cases of ERα^+ ^primary human breast tumors are shown here as representative images. Original magnification, 200×. Scale bars = 100 μm.

### Mice

129S6/SvEvTac-*Stat1^tm1Rds ^*(referred to here as STAT1-deficient, or STAT1^-/-^), 129S6/SvEvTac-*Stat1^tm1Rds^*-*Rag2 ^tm1Fwa ^*(referred to here as STAT1^-/- ^× RAG2^-/-^), and B6.129S-*Stat1^tm1Dlv ^*(referred to here as STAT1-null, or S1N) mice were generated and previously characterized in our laboratories [10,11,13]. RAG2^-/- ^mice were generated by Frederick Alt [28]. Wild-type (WT) 129S6/SvEv and STAT1^-/- ^(129S6/SvEv) mice were purchased from Taconic Farms (Hudson, NY, USA), and STAT1-null mice (mixed C57BL/6-129/SvEv and pure C57BL/6) were maintained and housed in our laboratories. Mice were scored as tumor-bearing when they reached 10 by 10 mm in size. All animal experiments were carried out in accordance with the guidelines of the American Association for Laboratory Animal Science as an approved protocol by the Animal Studies Committees in both the Washington University School of Medicine and New York University. These experiments were performed in specific pathogen-free facilities that were accredited by the Association for Assessment and Accreditation of Laboratory Animal Care and that were located at the Washington University School of Medicine and New York University School of Medicine.

### Cell cultures

STAT1^-/- ^mammary tumor cell lines, SSM1, SSM2, and SSM3, were originated from three individual STAT1^-/- ^tumor-bearing mice and were created by mechanical disaggregation of tissue before an overnight incubation with collagenase type IA (200 U/mL; Sigma-Aldrich, St. Louis, MO, USA) and insulin (10 μg/mL; Sigma-Aldrich) in DMEM/F12/10% FBS/1% L-glutamine/1% penicillin-streptomycin. Clusters of epithelial cells were enriched by sedimentation through five washes of 40 mL of DMEM/F12/5% FBS each. Stromal fibroblasts were eliminated by differential trypsinization by using 0.05% trypsin once a week over the next 2 months. The absence of fibroblasts was determined by immunofluoresence by using an antibody specific for vimentin (sc-7557; Santa Cruz Biotechnology, Inc.). The SSM cell lines are maintained in DMEM/F12/10% FBS/1% L-glutamine/1% penicillin-streptomycin/50 μM 2-mercaptoethanol/0.3 μM hydrocortisone/5 μg/mL insulin/10 ng/mL transferrin. MCF7 and NMuMG were purchased from American Type Culture Collection (Manassas, VA, USA) and are cultured in DMEM/10% FBS/1% L-glutamine/1% penicillin-streptomycin. The MCF7 cell line is a human ERα^+ ^breast cancer cell line. NMuMG is an immortalized nontransformed murine mammary gland epithelial cell line.

## Immunohistochemistry and immunofluorescence analyses on murine tumor samples

Tumors were harvested and fixed in 10% neutral buffered formalin for 1 to 2 days. Paraffin blocks were made, and slides were stained with hematoxylin and eosin (H&E) for histological examination. To examine the presence of ERα and PR, slides were deparaffinized, serially rehydrated, and stained in accordance with the routine procedures in the Mutant Mouse Pathology Laboratory of the University of California at Davis. For the immunofluoresence assay determining the presence of fibroblasts, SSM tumor cells were plated on coverslips and allowed to attach overnight. Cells were then fixed and permeablized with ice-cold methanol and then acetone for 10 minutes each at -20°C. Coverslips were washed extensively with 1× phosphate-buffered saline (PBS) and blocked with 5.5% normal donkey serum and 2% bovine serum albumin in PBS. Cells were incubated with anti-cytokeratin (anti-CK) (wide spectrum) (Z0622, 1:200; Dako) or anti-vimentin (sc-7557, 1:50; Santa Cruz Biotechnology, Inc.) for 1 hour at room temperature. Donkey anti-rabbit conjugated with Cy2 and donkey anti-goat conjugated with Cy3 (1:200; Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA) were used for the detection of CK and vimentin, respectively. To examine the expression of ERα, tumor cells were plated on coverslips, fixed in 4% paraformaldehyde, and permeablized in 0.5% Triton X-100. Monoclonal antibody against ERα (6F11, 1:40; Novocastra, now part of Leica, Wetzlar, Germany) and donkey anti-mouse conjugated with Cy3 were used. DAPI (4'-6-diamidino-2-phenylindole) was used to identify nuclei in all immunofluoresence assays (Molecular Probes, now part of Life Technologies, Grand Island, NY, USA).

### Southern blotting

Southern blot analysis was performed as described previously [29]. The probe was prepared by digesting a plasmid containing the MMTV long terminal repeat with BamHI (the MMTV-LTR plasmid was a generous gift from Elena Buetti of the Swiss Institute for Experimental Cancer Research in Switzerland) [30].

### MTT

MCF7, SSM1, SSM2, or SSM3 was plated in 96-well plates in phenol red-free media with 10% charcoal-treated FBS (HyClone, Logan, UT, USA) supplemented with hydrocortisone, insulin, and transferrin and with or without 10 nM 17-β-estradiol (Sigma-Aldrich). Cell proliferation was determined by using 3-(4,5-dimethyl-2-thiazlyl)-2,5-diphenyl-2H-tetrasolium bromide (MTT) assays in accordance with the instructions of the manufacturer (Promega Corporation, Madison, WI, USA).

### Western blotting

SSM1, SSM2, SSM3, and NMuMG cells were lysed in RIPA buffer (R0278; Sigma-Aldrich) with 2 mM sodium vanadate, protease inhibitor cocktail (P8340, 1:500; Sigma-Aldrich), and phosphatase inhibitor cocktail (P5726, 1:100; Sigma-Aldrich). Cleared lysate (200 μg) was resolved on SDS-PAGE and transferred onto nitrocellulose membranes. ERα expression was detected by incubating blots with the monoclonal antibody 6F11 against ERα (VP-E613, 1:500; Vector Laboratories, Burlingame, CA, USA). PR expression was examined with a PR antibody against the C terminus of both PR-A and PR-B (sc-538, 1:500; Santa Cruz Biotechnology, Inc.).

### Ovariectomy and tumor transplantation

Female WT or STAT1^-/- ^mice were either sham-operated or ovariectomized at 6 to 8 weeks of age under general anesthesia. Two weeks after the surgery, 10^5 ^SSM1, SSM2, or SSM3 mammary tumor cells in 10 μL were injected into the inguinal fat pads of the mice. Alternatively, tumor fragments of about 1 mm in size were transplanted into the inguinal fat pads. Tumor growth was monitored by palpation once every 3 to 6 days and measured at two perpendicular diameters. The average of the two perpendicular measurements was plotted. In experiments in which exogenous E2 was supplemented to ovariectomized mice, 60-day release E2 pellets at 0.5 mg per pellet were used (Innovative Research of America, Sarasota, FL, USA). In the endocrine treatment experiment, nu/nu mice or STAT1^-/- ^mice were transplanted with 10^6 ^SSM3 tumor cells or tumor fragments, respectively. When the established tumors reached 5 mm in diameter, the animals were either sham-operated or ovariectomized. Tumor growth was monitored as described above.

### Immunophenotypic analyses on STAT1^-/- ^mammary glands

Mammary glands were harvested from 10- to 14-month-old STAT1^-/- ^female mice and digested in collagenase and hyaluronidase solution, as described in [31]. Single-cell suspension was prepared after dissociated tissues were treated with trypsin/DNase for 1 minute and dispase/DNase for 2 minutes and passed through 40-μm cell strainers. Cells were first blocked with anti-CD16 and anti-CD32 Fcγ receptors and normal rat serum and then stained with anti-TER119-PE/Cy7 (BioLegend, San Diego, CA, USA), anti-CD31-PE/Cy7 (BioLegend), anti-CD45-PE/Cy7 (BioLegend), anti-CD24-APC (BioLegend), or anti-CD49f-biotin (BioLegend) for 20 minutes at 4°C. Streptavidin-APC/Cy7 (BioLegend) was added, and cells were incubated for 20 minutes at 4°C. Stained cells were collected by using an LSRII flow cytometer (BD Biosciences, San Jose, CA, USA). Dead cells were gated out by using DAPI (Invitrogen Corporation). Cells depleted of CD31, CD45, and TER119 were further analyzed on the basis of their CD49f and CD24 surface expression. Myoepithelial cells were defined as CD49f^hi ^CD24^int^, whereas luminal epithelial cells were CD49f^int ^CD24^hi^, as established previously [31-33]. Flow cytometry profiles were analyzed by using FloJo software (TreeStar Inc., Ashland, OR, USA).

### STAT1 reconstitution

Retrovirus expressing GFP alone, STAT1.IRES.GFP, and STAT1 mutants Y701F.IRES.GFP and S727A.IRES.GFP was prepared by co-transfecting Phoenix cells with the retrovirus plasmid and pCMV.VSVg by using FuGENE HD (Roche, Basel, Switzerland). Supernatant was harvested 48 and 72 hours after transfection and overlayed on NMuMG, SSM1, SSM2, or SSM3 cells in the presence of 8 μg/mL of polybrene for 6 to 8 hours. Infection was carried out for 2 consecutive days. The infected cells were harvested on day 2 after infection for Western blotting to confirm expression and on day 3 for flow cytometry to quantitate the percentages of cells undergoing early apoptosis. Apoptosis was measured by a flow cytometry-based annexin V-binding assay in accordance with the instructions of the manufacturer (BD Biosciences). Only the early apoptotic cells (annexin V-positive, 7AAD-negative) were analyzed.

### Gene expression profiling analysis

Total RNAs were isolated from normal mammary glands of primary STAT1^-/- ^mammary tumors by using Trizol in accordance with the procedure of the manufacturer (Invitrogen Corporation). RNA integrity was confirmed by using an Agilent bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Labeled target cRNAs were synthesized and hybridized to Affymetrix GeneChip MOE 430 2.0 arrays in accordance with the instructions of the manufacturer. Raw data were modeled and normalized by using dChip [34]. Well-annotated mouse and human orthologs were identified by using the Mouse Genome Informatics database [35], and medians were used in cases of redundant probesets. The Herschkowitz data matrix contains 232 human breast cancer datasets and 122 murine datasets from 13 different mammary tumor models, which were analyzed by using 106 intrinsic genes common to the two species [36]. To combine our STAT1^-/- ^mammary tumor datasets with the Herschkowitz datasets, 96 of the 106 intrinsic genes were used because of platform differences. Gene-wise normalization was carried out separately with each dataset such that each gene has median zero and unit standard deviation. Distance-weighted discrimination (DWD) was used to merge our datasets with the Herschkowitz datasets to eliminate large systematic biases arising from different RNA purification procedures and distinct microarray platforms [37,38]. For unsupervised cluster analysis, the average linkage hierarchical clustering algorithm was then applied to the merged datasets by using XCluster [39] with the centered correlation coefficient as the similarity/dissimilarity metric. The gene expression heatmap and dendrogram were generated in Java TreeView [40] to visualize the relationship between the human breast cancer subtypes and murine mammary tumor models according to the gene expression intensities of the 96 genes. Gene expression profiling data have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) under accession number GEO:GSE31942 [41].

### sigClust

sigClust examines the significance of a given clustering by testing the null hypothesis that the datasets are from the same Gaussian distribution [42]. We applied sigClust to five STAT1^-/- ^primary tumor samples and 63 human luminal breast cancer samples by using the 96-gene intrinsic gene list. The resulting *P *value is 0.99998, which indicates that the STAT1^-/- ^mammary tumors are highly likely to be in the same cluster with the human luminal breast cancer datasets. In addition, we applied sigClust on the MMTV_Neu and MMTV_PyMT datasets from the Herschkowitz study [36]. To avoid potential bias due to different sample sizes, we drew a set of five samples out of these two sets of data through 200 iterations and implemented the test on the set of five samples and the human luminal breast cancer datasets. The average *P *values were 0.9110 (MMTV_Neu), 0.9630 (MMTV_PyMT), and 0.9665 (both mouse models combined). These results indicate that the STAT1^-/- ^mammary tumor model exhibits a higher degree of resemblance to human luminal breast cancers at the gene expression level than the MMTV-Neu and MMTV-PyMT models do.

### Consensus clustering

To investigate the stability of clustering between STAT1^-/- ^mammary tumors and human luminal breast cancer, consensus clustering, which is a re-sampling-based technique that uses perturbation to simulate a set of new samples from the original merged dataset, was employed [43]. Consensus index on empirical clustering results across all perturbed datasets was then summarized by the normalized proportion of times that two samples were assigned to the same cluster. The underlying assumption is that the induced cluster composition is more trustworthy if the clustering is robust to sampling variability. We re-sampled 1,000 times and considered the number of clusters ranging from two to 15 for assessment. Using the 96-gene intrinsic gene list, we found that the five STAT1^-/- ^mammary tumors belong to the same cluster 95% of the time after 1,000 re-samplings with an interquartile range (IQR) of 0.9128 to 0.9775 (range = 0.8964 to 1.0), which indicates that the STAT1^-/- ^mammary tumors are molecularly homogeneous. 

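Between the 5 tumors, the intrinsic genes varied more than other genes of like intensity. Over the 91 genes measured here the median SD was 0.44 on the log2 scale, compared with a median of 0.32 for 10000 random lists matched on mean log2 intensity, and lay at their 100.0th percentile. Intrinsic genes were selected in earlier work for varying between tumors. A larger spread than that of lists matched on intensity alone may follow from that selection and does not measure how homogeneous these tumors are. Without the 4 genes that also belong to the proliferation list, the median SD of the remaining 87 was 0.42 (percentile 99.9), but these still hold cell cycle genes that were lowest in tumor 3, such as Cdt1 and Cdc6, chosen after their values were seen, so that the part of proliferation in this spread stays open. Of the 65 intrinsic genes above background, 31 differed over 2-fold between the highest and the lowest tumor. Tumor 3 was the lowest for 12 of these 31 and the highest for 10, and tumor 4 was the lowest for 8 and the highest for 9. The largest SD among the 65 was that of Bambi, a decoy receptor of transforming growth factor-beta signaling, with an intensity of 526.1 in tumor 3 and 62.14 in tumor 4, and it was above background by a log2 difference of 2.63 (standard error 0.45, adjusted p = 1.03e-03 from limma), though not with the 99th percentile as background. Kit, a receptor of luminal progenitors, had intensities of 365.6 in tumor 3 and 52.94 in tumor 2 and was likewise not called with that background. These SD compare the tumors with one another only, with no other group of tumors as a reference. The consensus clustering was not repeated here.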

The STAT1^-/- ^mammary tumors and human luminal breast cancers cluster together 62% out of 1,000 re-samplings with an IQR of 0.57 to 0.67 (range = 0.32 to 0.78). In contrast, the MMTV-Neu and MMTV-PyMT mouse models cluster with the human luminal breast cancer datasets only 42% out of 1,000 re-samplings with an IQR of 0.44 to 0.48 (range = 0.01 to0.64). These results further demonstrate that the molecular signature of the STAT1^-/- ^mammary tumors significantly overlaps with that of human luminal breast cancers.

### Statistical analyses

Time to onset was analyzed by the Kaplan-Meier product limit method, which generated the Kaplan-Meier survival curves. *P *values were reported by log-rank test. All numerical results are presented as mean and standard error of mean and represent data from a minimum of three independent experiments unless otherwise stated. Tumor growth curves were analyzed by a distribution-free test [44]. The unpaired *t *test for two independent samples was used to determine the statistical significance between the experimental groups and control groups. Wilcoxon signed rank test was used to compare STAT1 intensity levels in tumor samples and adjacent normal breast tissues. Association between clinicopathological characteristics and ERα status was tested by chi-squared test or Fisher exact test, whichever was appropriate. All tests were two-sided, and a *P *value of not more than 0.05 was considered significant. GraphPad Prism (GraphPad Software, Inc., La Jolla, CA, USA), SAS 9.2 (SAS Institute Inc., Cary, NC, USA), and R 2.11.1 [45] were used for all statistical analyses.

## Results

### A subset of human breast cancers display reduced STAT1 expression in neoplastic cells

To explore the role of STAT1 in breast tumor development, the relative cellular levels of STAT1 protein were immunohistochemically assessed in a cohort of 161 primary breast cancer samples (78 ERα^- ^and 83 ERα^+ ^cases) (Table 1) by using a STAT1-specific polyclonal IgG antibody that recognizes a STAT1 epitope shared by the human and mouse proteins (Figure 1A). Normal breast tissues from 11 patients with cancer and five healthy individuals were used as nontransformed controls (Table 2). STAT1 expression in epithelial cells and infiltrating stromal cells was quantified on the basis of the percentage of STAT1^+ ^cells (percentage score) and the intensity of the positive signal by using a three-tiered scale (intensity score) (Figure 1B and Materials and methods).

**Table 2:** Summary of the STAT1 staining results on normal breast tissues and paired breast tumors

		Normal breast tissues			Breast tumors		
Case	ERα^a^	Percentage of STAT1^+ ^epithelial cells^b^	STAT1 staining intensity^c^	STAT1 score^d^	Percentage of STAT1^+ ^neoplastic cells^b^	STAT1 staining intensity^c^	STAT1 score^d^
HN1	NA	4	2	6	NA	NA	NA
HN2	NA	4	1	5	NA	NA	NA
HN3	NA	4	2	6	NA	NA	NA
HN4	NA	3	1	4	NA	NA	NA
HN5	NA	4	2	6	NA	NA	NA
87	+	4	2	6	1	1	2
160	+	4	2	6	1	1	2
84	+	4	2	6	1	1	2
147	+	4	2	6	1	1	2
80	+	4	2	6	1	1	2
115	+	4	2	6	1	1	2
161	+	3	2	5	1	1	2
58	-	3	1	4	1	1	2
20	-	3	1	4	1	1	2
53	-	4	2	6	1	2	3
47	-	4	2	6	1	2	3

Normal breast tissues from healthy individuals: HN1, HN2, HN3, HN4, and HN5. Paired tumor samples with adjacent normal breast tissues: case 87, 160, 84, 147, 80, 115, 161, 58, 20, 53, and 47. ^a^Estrogen receptor-alpha (ERα) expression in breast tumors. ^b^Percentage score: 1, < 5%; 2, 5%-25%; 3, 26%-75%; 4, > 75%. ^c^Intensity score: 1 = low, 2 = intermediate, 3 = high. ^d^STAT1 score = percentage score + intensity score. +, positive; -, negative; NA, not applicable.

In normal human breast tissue from healthy individuals, STAT1 was detected in the cytoplasm of luminal epithelial cells, in the nuclei of the spindle cells in the surrounding stroma, and sporadically in myoepithelial cells (Figure 2A). In contrast, STAT1 expression was highly variable among tumor samples (Figures 1B, 2B, D, and 2F), consistent with previous reports [46,47]. Specifically, in 11% of cases (17 out of 161), STAT1 expression was detectable in less than 5% of the neoplastic cells, whereas in 37% of cases (59 out of 161), more than 75% of the tumor cells expressed STAT1 (percentage score in Table 1). The remaining 52% of cases displayed an intermediate phenotype in which STAT1 staining was observed in 5% to 75% of the neoplastic cells. In addition to documenting the percentage of STAT1^+ ^cells, we recorded the relative intensity of the positive signal (intensity score). Thirty-four percent of the tumor cases (54 out of 161) exhibited low STAT1 staining in the neoplastic cells, whereas 37% and 29% showed intermediate and high staining, respectively (Table 1). Although the percentages of STAT1^+ ^neoplastic cells in ERα^- ^and ERα^+ ^tumors were comparable (percentage score in Table 1), the intensity of the staining was significantly lower in ERα^+ ^breast cancers than in ERα^- ^breast cancers (intensity score in Table 1 and summarized in Figure 2G). Specifically, 45% of the ERα^+ ^tumors exhibited low levels of STAT1 staining in neoplastic cells, in contrast to 22% of the ERα^- ^cases, demonstrating that reduced STAT1 expression is associated with ERα^+ ^tumors (Table 1 and Figure 2G). A similar trend was observed in the stroma between ERα^- ^and ERα^+ ^cases (Figure 2G). However, since STAT1 was universally elevated in stromal cells compared with neoplastic cells within the same tumors (Figure 2D, F, and quantified in Figure 2G), the difference in stromal STAT1 intensity between ERα^- ^and ERα^+ ^cases is unlikely to be functionally meaningful. These findings thus indicate that STAT1 expression is differentially regulated in epithelial versus stromal compartments.

**Figure 2:**
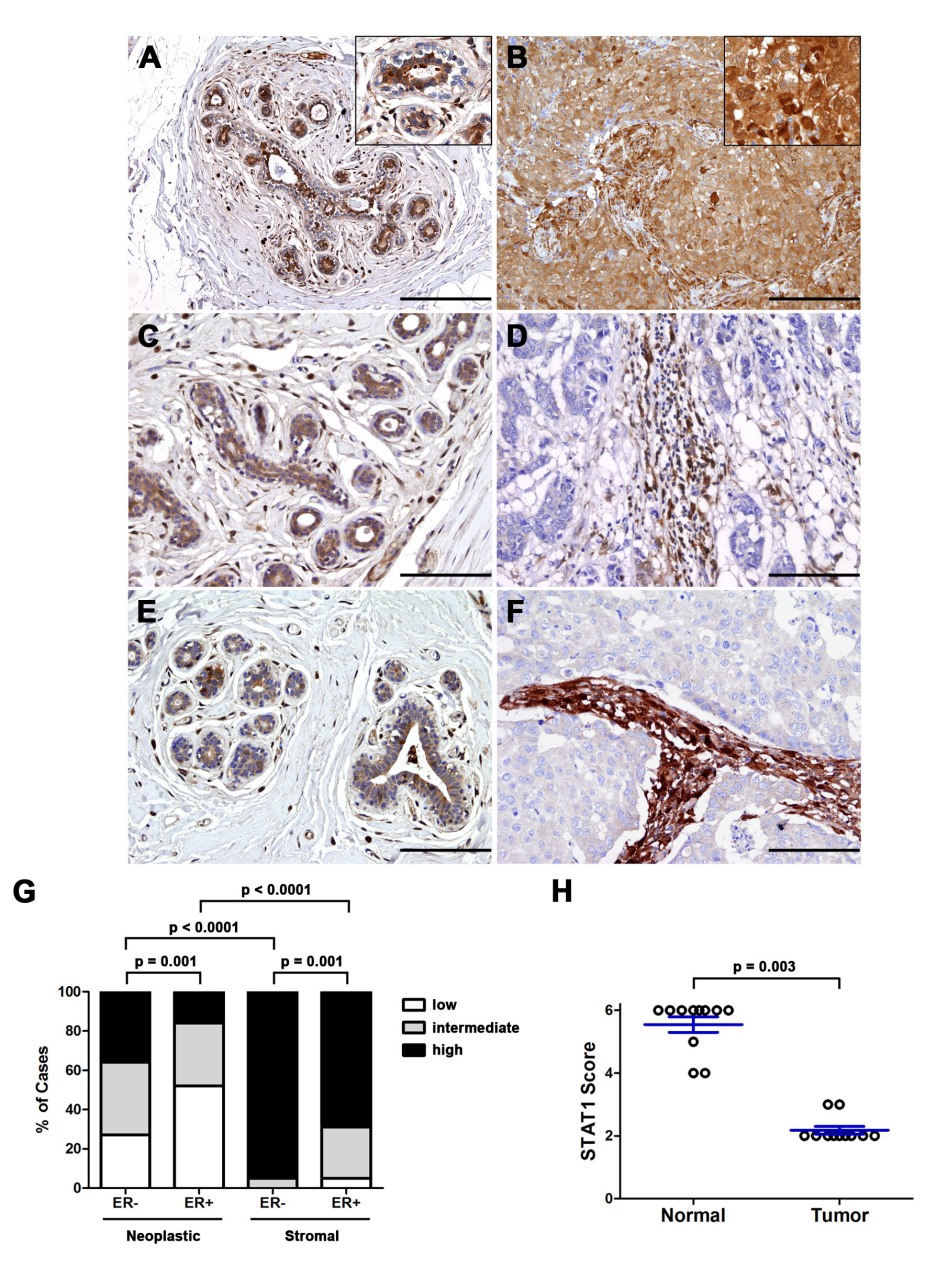
**Selective downregulation of STAT1 expression in the neoplastic cells of human breast tumors**. **(A) **Representative image of STAT1 staining on normal breast tissues of healthy individuals (*n *= 5) shows STAT1 expression in luminal epithelial cells and stromal cells and occasionally in myoepithelial cells. Original magnification, 100×. Scale bar = 200 μm. Inset, 400×. **(B) **Representative image of a breast tumor case with high levels of STAT1 expression in both the epithelial and stromal compartments. Original magnification, 200×. Scale bar = 100 μm. Inset, 400×. **(C-F) **Representative images of paired adjacent normal breast tissues (left) with breast tumors (right; *n *= 11). Morphologically normal breast tissues from patients with breast cancer display a STAT1 expression pattern that is similar to that in normal breasts from healthy individuals (C, E). Panel (C) is the paired normal tissue of the tumor in panel (D) (case 87), whereas panel (E) is the paired normal tissue of the tumor in panel (F) (case 58). The epithelial tumor cells of the representative estrogen receptor-alpha-positive (ERα^+^) (D) and ERα^- ^(F) breast cancers were devoid of STAT1 expression, whereas STAT1 level remained high in the tumor stroma. Original magnification, 200×. Scale bars = 100 μm. **(G) **Intensity scores of the neoplastic and stromal cells of all cases (*n *= 161) are plotted. Reduced STAT1 staining intensity was preferentially associated with ERα^+ ^human breast cancers relative to ERα^- ^breast cancers in both the neoplastic and stromal compartments (*P *= 0.001, unpaired *t *test). Stromal cells had an overall higher STAT1 expression level than the neoplastic cells of the same tumors (*P *< 0.0001, Wilcoxon signed rank test). **(H) **Breast tumors exhibited significant reduction in STAT1 score in comparison with matched normal breast tissues (*n *= 11) (*P *= 0.003, Wilcoxon signed rank test). STAT1 score is the sum of the score representing the percentages of STAT1^+ ^cells (percentage score) and that representing the STAT1 staining intensity (intensity score).

In contrast to the observation that lower STAT1 expression levels were associated with ERα^+ ^breast cancers versus ERα^- ^cancers, there was no significant association between low STAT1 expression and HER2 status (Table 3). HER2^- ^and HER2^+ ^breast cancers displayed similar percentages of STAT1^+ ^cells and levels of STAT1 intensity in the stromal and neoplastic compartments (Table 3). When these data are taken together, the lowest level of STAT1 expression is preferentially associated with the ERα^+ ^breast cancer subtype.

**Table 3:** Summary of the STAT1 staining results in the estrogen receptor-negative human breast cancer cohort stratified by HER2 status

	Number (percentage)			
	All ER^- ^cases	HER2^-^	HER2^+^	
Characteristics	(*n *= 78)	(*n *= 46)	(*n *= 32)	*P *value
Percentage of STAT1^+ ^neoplastic cells (percentage score)				
< 5%	7 (9%)	4 (9%)	3 (10%)	
5%-25%	10 (13%)	8 (17%)	2 (6%)	0.14^a^
26%-75%	33 (42%)	22 (48%)	11 (34%)	
> 75%	28 (36%)	12 (26%)	16 (50%)	
Percentage of STAT1^+ ^stromal cells (percentage score)				
< 5%	0 (0%)	0 (0%)	0 (0%)	
5%-25%	2 (3%)	2 (4%)	0 (0%)	0.2^a^
26%-75%	26 (33%)	18 (39%)	8 (25%)	
> 75%	50 (64%)	26 (57%)	24 (75%)	
STAT1 intensity in STAT1^+ ^neoplastic cells (intensity score)				
Low	17 (22%)	10 (22%)	7 (22%)	
Intermediate	31 (40%)	19 (41%)	12 (38%)	0.96^b^
High	30 (38%)	17 (37%)	13 (40%)	
STAT1 intensity in STAT1^+ ^stromal cells (intensity score)				
Low	0 (0%)	0 (0%)	0 (0%)	
Intermediate	3 (4%)	0 (0%)	3 (10%)	0.07^a^
High	75 (96%)	46 (100%)	29 (90%)	

^a^Fisher exact test. ^b^Chi-squared test. ER, estrogen receptor; HER2, human epidermal growth factor receptor 2.

Since STAT1 is uniformly expressed in the luminal epithelial cells of breast tissues from normal healthy individuals, the observation that a large subset of breast cancer cases exhibit low levels of STAT1 expression suggests that STAT1 may be downregulated specifically in the neoplastic cells. To further investigate this possibility, STAT1 expression was also assessed in morphologically normal breast tissues of patients with breast cancer. In all of the 11 STAT1-low breast cancer cases in which adjacent normal breast tissues were available, normal breast tissues had significantly more STAT1^+ ^epithelial cells and exhibited stronger staining intensity than matched tumor tissues (Figure 2C-F and Table 2). This resulted in an overall higher STAT1 score in normal epithelial cells than in breast tumor cells (Figure 2H). These findings thus demonstrate that STAT1 expression is dramatically diminished or lost in a significant proportion of breast cancer cells during tumor progression.

### STAT1^-/- ^mice are highly susceptible to mammary tumor formation

The findings that diminished STAT1 expression is associated with breast cancer progression prompted us to investigate whether loss of STAT1 was a cause, not merely a consequence, of mammary tumorigenesis. We monitored WT and STAT1^-/- ^129S6/SvEv-strain female mice for tumor development and found that 65% (15 out of 23) of the STAT1^-/- ^mice developed spontaneous mammary adenocarcinomas (median tumor onset of 23 months) but that none of the WT mice developed the disease (Figure 3A). In agreement with our previous report [13], we observed mammary tumor development in a larger cohort of STAT1^-/- ^× RAG2^-/- ^female mice in similar disease incidences (Figure 3A). STAT1^-/- ^mice developed mammary tumors only, whereas STAT1^-/- ^× RAG2^-/- ^mice developed mammary and intestinal tumors. Mice lacking RAG2 alone did not develop mammary tumors (Figure 3A), demonstrating that this phenotype is specifically associated with STAT1 deficiency. Cells from our STAT1^-/- ^mice express low levels of a nonfunctional truncated STAT1 protein and are incapable of responding to IFN either *in vitro *or *in vivo *[10,48]. Nevertheless, by examining STAT1-null (S1N) mice generated by using a different targeting strategy and different embryonic stem cells that were maintained on a mixed C57BL/6-129/SvEv background, we ruled out the possibility that this truncated protein is involved in disease development [11]. Female S1N mice also developed spontaneous mammary tumors with a median tumor onset of 14.5 months (Figure 3A). Although the S1N mice exhibited a shorter latency than the 129S6/SvEv STAT1^-/- ^mice, the penetrance of the two cohorts was indistinguishable and the difference in the overall tumor incidences was not statistically significant (*P *= 0.26). These results demonstrate the generality of the phenotype to mice lacking functional STAT1, regardless of targeting strategy or mouse strain. STAT1^-/- ^mice that were sterilely re-derived and housed exclusively in a commercial gnotobiotic facility also developed mammary tumors, a result suggesting that the disease was not of infectious origin. This conclusion was substantiated by viral microarrays [49] that failed to detect either known or novel viruses in mammary tumors or other tissues of STAT1^-/- ^mice and by the lack of evidence for translocation and additional chromosomal integration of endogenous mammary tumor proviruses in these tumors (Figure S1 in Additional file 1).

**Figure 3:**
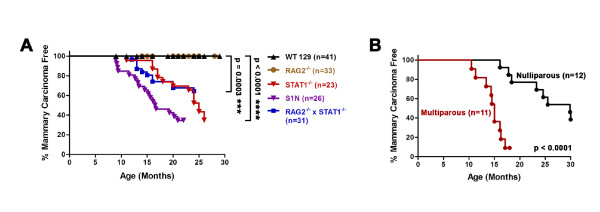
**Spontaneous development of mammary gland adenocarcinomas in STAT1 deficient (STAT1^-/-^), STAT1 null (S1N), and STAT1^-/- ^× RAG2^-/- ^female mice**. **(A) **STAT1^-/- ^(*n *= 23, inverted red triangles), S1N (*n *= 26, inverted purple triangles), and STAT1^-/- ^× RAG2^-/- ^(*n *= 31, blue squares) mice succumbed to mammary tumors, whereas none of the age-matched wild-type (WT) 129S6/SvEv (*n *= 41, black triangles) or RAG2^-/- ^(*n *= 33, yellow circles) mice developed the disease. *P *values were obtained with log-rank test by comparing STAT1^-/- ^× RAG2^-/- ^with WT mice (***P = 0.0003) and STAT1^-/- ^or S1N with WT mice (****P < 0.0001). Curves between STAT1^-/- ^and S1N mice are not different to a statistically significant degree (*P *= 0.24). **(B) **Multiparous STAT1^-/- ^mice (*n *= 11, red) developed mammary tumors at a higher frequency and with shorter latency than nulliparous STAT1^-/- ^mice (*n *= 12, black) (*P *< 0.0001).

Since tumor development did not reach a complete penetrance in the STAT1^-/- ^and S1N mice, we examined whether parity might influence tumorigenesis. Strikingly, multiparous STAT1^-/- ^mice developed mammary tumors sooner and at a higher frequency than nulliparous STAT1^-/- ^mice (Figure 3B). Specifically, multiparous mice had a median tumor onset of 14.8 months versus 24.6 months of nulliparous mice. Most importantly, the incidence of tumor development was 91% (10 out of 11) in mice that had undergone multiple rounds of pregnancy and lactation compared with 62% of nulliparous mice. Taken together, these data suggest that pregnancy-associated hormones might accelerate mammary tumor formation in STAT1^-/- ^mice.

### STAT1^-/- ^mammary tumors display homogeneous expression of estrogen receptor-alpha

Examination of whole mounts of mammary gland tissues from 12- to 24-month-old female STAT1^-/- ^mice without palpable masses revealed focal atypias in about 50% of the cohort (*n *= 19) (Figure 4A, B). This abnormality was not observed in mammary glands of age-matched WT female mice (*n *= 12). The early lesions in STAT1^-/- ^mammary glands varied from distended ducts to small cystically dilated clusters of alveoli (Figure 4B). Analysis of the H&E-stained tissue sections revealed that these abnormal foci contained atypical cells fulfilling the criteria for mammary intraepithelial neoplasia (MIN) (Figure 4C, D) [50]. Surprisingly, atypical nuclei in MIN lesions stained positively for ERα and PR (Figure 4E-H). Similar analyses of overt tumors revealed the presence of solid nests of neoplastic ERα^+ ^or PR^+ ^cells with frequent central necroses (Figure 4I-N). Over 90% of all tumor cells expressed ERα (Figure 4K, L). Some tumors had invasive nests of neoplastic cells with areas of fibrosis and inflammation (Figure 4I, J). All primary STAT1^-/- ^mammary tumors examined, regardless of parity, showed similar histopathological characteristics and patterns of hormone receptor expression. None of the primary tumors stained positively for HER2 (data not shown). Thus, mammary tumors in STAT1^-/- ^mice progress developmentally from intraepithelial neoplasia to carcinoma in a manner that is remarkably similar to the progression from ductal carcinoma *in situ *to invasive ductal carcinoma seen in the human disease [51]. Since spontaneous ERα^+^/PR^+ ^mammary tumors are rarely observed in mice, our findings also suggested that STAT1^-/- ^mice may represent a relatively novel model for human ERα^+^/PR^+ ^luminal breast cancer.

**Figure 4:**
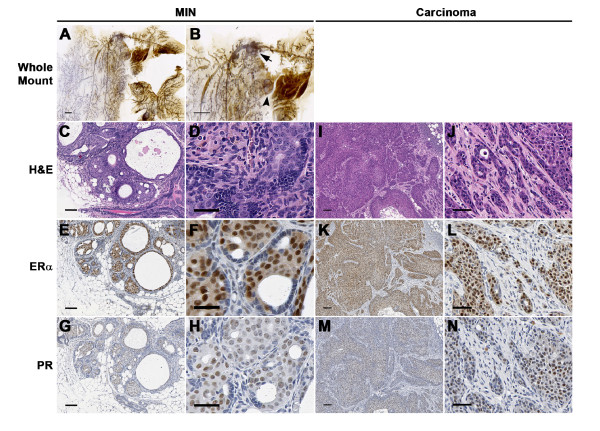
**Histopathological analyses of the mammary gland carcinomas developed in STAT1^-/- ^mice**. Histopathological analyses of the early lesions **(A-H) **and the invasive adenocarcinomas **(I-N) **in mammary glands of STAT1^-/- ^mice. (A, B) Whole-mount images of a thoracic mammary fat pad show aberrant dilation of mammary ducts and clusters of cystic alveoli (arrow and arrowhead). Panel (B) is a magnified image of panel (A). Scale bars = 1 mm. (C-H) Histology of the cluster of cysts shown in panel (B), highlighted by an arrow in panel (B), demonstrated mammary intraepithelial neoplasia (MIN). (C, D, I, J) Sections were stained with hematoxylin and eosin (H&E). Solid nests of neoplastic cells with areas of necrosis and invasion are evident in the carcinomas (I, J). (E-H, K-N) Atypical cells in MIN lesion and neoplastic cells expressed estrogen receptor-alpha (ERα) (E, F, K, L) and progesterone receptor (PR) (G, H, M, N). (C, E, G, I, K, M) Scale bars = 100 μm. (D, F, H, J, L, N) Higher magnification of the corresponding left panels. Scale bars = 40 μm.

### Ovarian hormone dependency of STAT1^-/- ^mammary tumor cells

To facilitate biological and biochemical characterization of the STAT1^-/- ^mammary tumors, three tumor cell lines were established and designated spontaneous STAT1^-/- ^mammary (SSM) epithelial tumor cell lines (SSM1, SSM2, and SSM3). All expressed CK but not vimentin *in vitro*, documenting their epithelial origin (Figure S2 in Additional file 2). SSM2 and SSM3 expressed nuclear ERα, which is similar to the human ERα^+ ^breast cancer cell line, MCF7 (Figure 5A). SSM2 and SSM3 also expressed the two PR isoforms, PR-A and PR-B (Figure 5C), suggesting that ERα is functional in these cells. In contrast, SSM1 expressed a very low level of ERα (Figure 5B) and no detectable PR-A/PR-B expression (Figure 5C), indicating a lack of ERα signaling in the SSM1 cells. Whereas SSM2 and SSM3 required the presence of estrogen to proliferate *in vitro*, SSM1 did not (Figure 6A). Finally, when transplanted into the fat pads of WT or STAT1^-/- ^mice, SSM2 and SSM3 grew only in recipients with intact ovaries or in ovariectomized recipients that received subcutaneous estrogen pellet implants (Figure 6B). In contrast, SSM1 did not require ovarian hormones for *in vivo *growth (Figure 6B), revealing that not all STAT1^-/- ^mammary tumor cells display hormone dependency. This result corresponds with the finding that most, but not all, tumor cells in the primary STAT1^-/- ^mammary carcinomas display ERα and PR positivity (Figure 4). However, these hormone-independent cells are extremely rare in the primary STAT1^-/- ^mammary tumors as demonstrated by the fact that tumor fragments from two independent primary tumors failed to engraft in ovariectomized mice (Figure 6C). Together, these results demonstrate that SSM2 and SSM3 are ovarian hormone-responsive and -dependent *in vitro *and *in vivo *and that SSM1 arises from a very rare subset of ERα^- ^cells and is used in this study as a hormone-nonresponsive cell line.

**Figure 5:**
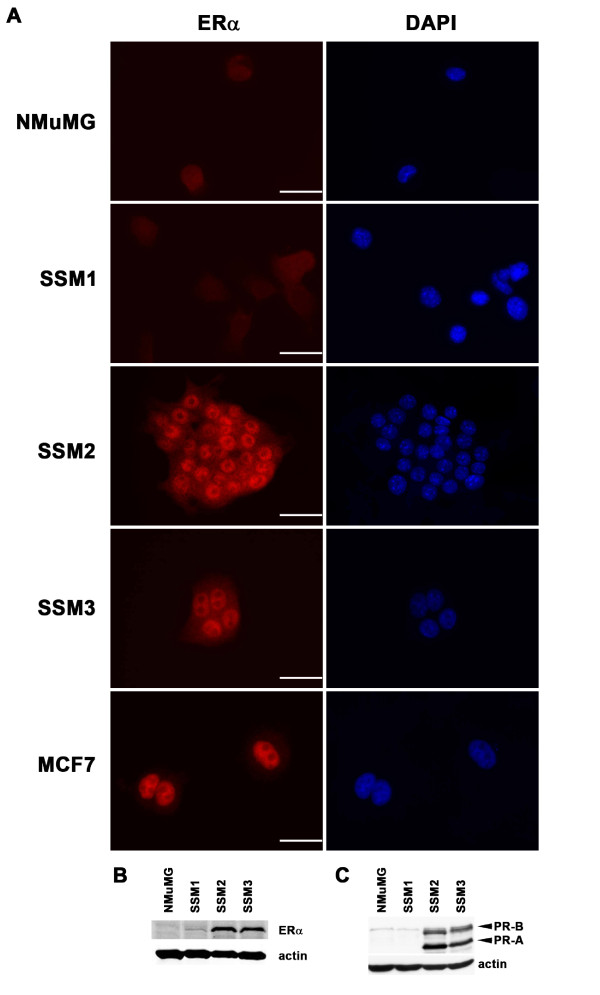
**STAT1^-/- ^mammary tumor cell lines SSM2 and SSM3 express estrogen receptor-alpha (ERα), PR-A, and PR-B**. **(A) **SSM2 and SSM3 expressed nuclear ERα, similar to the human ERα^+ ^breast cancer cell line MCF7. In contrast, NMuMG and SSM1 did not exhibit nuclear ERα staining. Scale bars = 40 μm. **(B) **SSM2 and SSM3 are positive for ERα expression, but SSM1 expressed a very low level of ERα, by Western blot analysis. NMuMG exhibited no detectable levels of ERα. **(C) **SSM2 and SSM3 expressed PR-A and PR-B, which are derived from alternative PR promoters and are target genes for ERα signaling, suggesting that SSM2 and SSM3 were estrogen-responsive. In contrast, NMuMG and SSM1 did not display functional ERα signaling. DAPI, 4'-6-diamidino-2-phenylindole; SSM, spontaneous STAT1^-/- ^mammary (epithelial tumor cell line).

**Figure 6:**
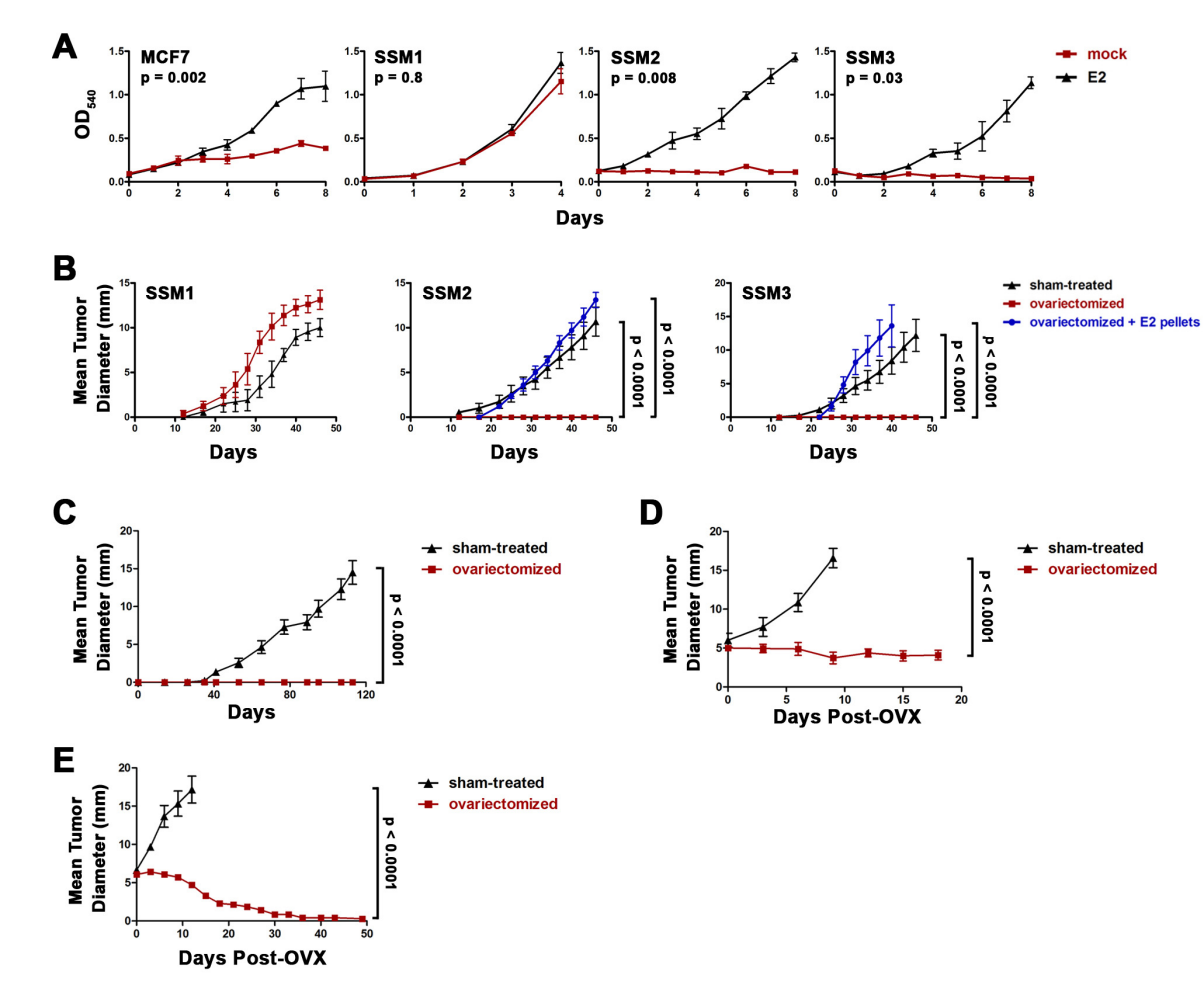
**STAT1^-/- ^mammary tumors respond to and depend on ovarian hormones for engraftment and tumor progression**. **(A) **SSM1, SSM2, SSM3, or MCF7 was plated in phenol red-free media containing charcoal-treated fetal calf serum in the presence (17β-estradiol, or E2; black triangles) or absence (mock; red squares) of 10 nM E2. *P *values were obtained with *t *test comparing mock-treated and E2-treated samples. **(B) **SSM1, SSM2, or SSM3 (10^5 ^cells per mouse) was transplanted into the inguinal mammary glands of sham-treated (black triangles), ovariectomized (red squares), or ovariectomized wild-type or STAT1^-/- ^mice that were supplemented with E2 pellets (blue circles). *P *values were obtained with *t *test comparing tumor growth in ovariectomized mice with that in either sham-treated or ovariectomized mice supplemented with E2 pellets [44]. **(C) **Growth of tumor transplants from primary STAT1^-/- ^mammary tumors is ovarian hormone-dependent. Fragments (1 × 1 mm^2^) from two primary STAT1^-/- ^mammary tumors were transplanted into the inguinal fat pads of ovariectomized mice (red) or sham-operated mice (black). No palpable masses were detected in ovariectomized mice. In contrast, tumors grew progressively in recipients with intact ovaries. Results represent seven to eight mice in each group (*P *< 0.0001). **(D) **SSM3 tumor cells were transplanted orthotopically into the mammary fat pads of nude mice. Mice bearing established tumors around 5 mm in diameter were sham-operated (black triangles; *n *= 7) or ovariectomized (red squares; *n *= 9). SSM3 tumors failed to progress in the absence of ovarian hormones, demonstrating sensitivity to ovarian hormone deprivation therapy (*P *< 0.0001). **(E) **Fragments of primary STAT1^-/- ^mammary tumors were transplanted into the mammary fat pads of STAT1^-/- ^mice. When the established tumors reached 5 mm in diameter, the animals were either sham-operated (black triangles; *n *= 3) or ovariectomized (red squares; *n *= 7). Transplanted primary tumors regressed after ovarian hormone deprivation (*P *< 0.0001). Error bars indicate standard error of the mean. OD_540_, optical density at 540 nm; OVX, ovariectomy; SSM, spontaneous STAT1^-/- ^mammary (epithelial tumor cell line).

Having demonstrated that the STAT1^-/- ^ERα^+ ^mammary tumor cells required ovarian hormones for establishment of tumor growth, we next examined whether these tumors also depended on ovarian hormones to maintain tumor progression. We used ovariectomy as the treatment modality since ovarian ablation is commonly used to treat premenopausal patients with ERα^+^/PR^+ ^breast cancers [52]. Established SSM3 tumors continued to grow in sham-treated mice (Figure 6D). However, established tumors failed to progress after ovariectomy, indicating that the STAT1^-/- ^ERα^+^/PR^+ ^tumor cells require ovarian hormones not only for *in vivo *engraftment but also for maintenance of growth. Tumors that were established from transplanted primary tumor fragments were also highly sensitive to ovarian hormone deprivation and became unpalpable upon ovariectomy (Figure 6E). Thus, the STAT1^-/- ^mammary tumors are functionally similar to human ERα^+^/PR^+ ^breast cancers.

### STAT1^-/- ^mammary tumors display a surface marker phenotype reflective of luminal mammary tumors

Hormone receptor expression is one of the critical parameters used to determine the suitable treatments for human patients with breast cancer [2]. In addition to hormone receptors, mammary tumors can be classified by biomarkers that are expressed on the tumor cell surface. Myoepithelial and luminal epithelial cells can be identified on the basis of the well-established differential expression of murine mammary epithelial cell population markers, CD49f and CD24 (that is, myoepithelial cells = CD49f^hi ^CD24^int ^and luminal epithelial cells = CD49f^int ^CD24^hi^) [31-33]. These two epithelial cell populations could be readily differentiated in nontransformed mammary glands of STAT1^-/- ^mice ('myo' and 'lum' in Figure 7B) by flow cytometry upon elimination of dead cells and lineage-positive cells (Figure 7A). Marked expansion of the luminal epithelial cell subset was evident in MIN, the earliest stage of neoplastic changes identifiable by histology, in comparison with nontransformed mammary glands (Figure 7B). Further expansion of these luminal epithelial cells continued as MIN progressed to carcinomas (Figure 7B). Neoplastic cells in carcinomas homogeneously displayed a CD49f^int ^CD24^hi ^phenotype. Consistent with this result, primary STAT1^-/- ^mammary tumors are strongly positive for the luminal epithelial markers, CK19 and CK8/18 (Figure 7C). Occasional CK5^+^, CK14^+^, or p63^+ ^myoepithelial cells were observed (Figure 7C and data not shown). Together, these results indicate that the STAT1^-/- ^mammary tumor cells exhibit a marker phenotype that is characteristic of luminal epithelial cells.

**Figure 7:**
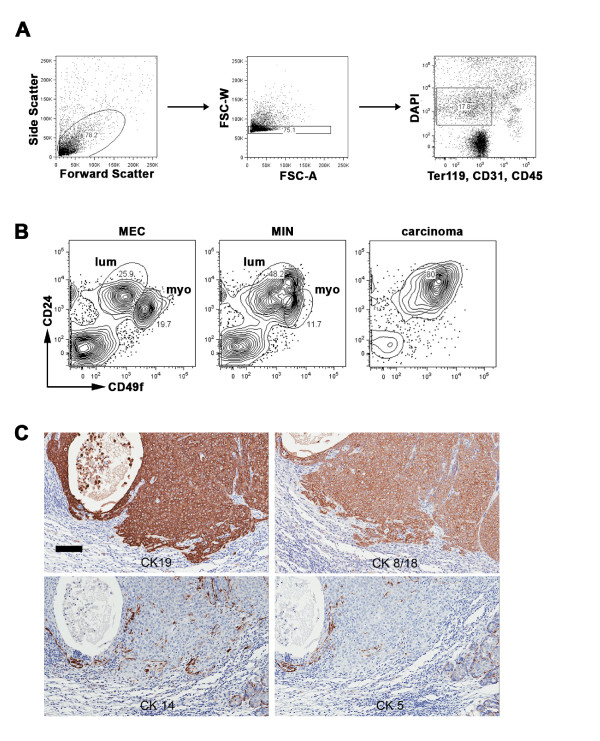
**STAT1^-/- ^mammary tumor cells display a luminal epithelial cell phenotype**. **(A) **Gating procedure used for the analysis of cell surface markers. Disaggregated mammary glands or mammary tumors were collected by an LSRII flow cytometer and analyzed by using FlowJo. Cells were first selected on the basis of size by using forward and side scatter (left panel). Single cells were then selected by forward scatter (FSC)-A and FSC-W (middle panel). Live cells (DAPI^-^) and lineage^- ^cells (Ter119^-^, CD31^-^, and CD45^-^) were gated for the analysis depicted in **(B)**. (B) Expression of CD49f and CD24 on STAT1^-/- ^mammary epithelial cells (MECs), mammary intraepithelial neoplasia (MIN), and carcinoma. Representative images from five STAT1^-/- ^mice are shown. Myoepithelial (myo) and luminal epithelial (lum) are highlighted. **(C) **Immunohistochemical analysis of primary STAT1^-/- ^mammary tumors for cytokeratin (CK) 5, 14, 8/18, and 19. Mammary tumor cells were stained positive for CK19 and CK8/18 (luminal epithelial markers) but negative for CK5 and CK14 (myoepithelial markers). Scale bar = 100 μm. DAPI, 4'-6-diamidino-2-phenylindole.

### STAT1^-/- ^mammary tumors exhibit human luminal breast cancer-like molecular signatures

Perou and colleagues [3,53] reported previously that human breast cancers could be differentiated into five molecular subtypes (luminal A, luminal B, HER2, basal, and normal-like) on the basis of their gene expression profiles. Strikingly, when gene expression patterns of mammary tumors from 13 different pre-existing mouse breast cancer models were compared with those of 232 human breast cancers, none showed significant overlap with human ERα^+ ^luminal breast cancers [36]. To extend these findings, we compared the gene expression patterns of the aforementioned datasets (primary data generously provided by Dr. Charles M Perou, University of North Carolina at Chapel Hill) with those of five primary STAT1^-/- ^ERα^+ ^mammary tumors. 

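Total RNA of 5 primary STAT1-/- mammary tumors was profiled on Affymetrix GeneChip MOE 430 2.0 arrays, which carry sets of short probes for mouse transcripts, with 1 array per tumor. The tumors came from 5 different 129S6/SvEv female mice and are called tumors 1, 2, 3, 4 and 6, after the datasets S1_1 to S1_6 of Fig. 8A. They form a single group in which each tumor is a biological replicate, and neither normal gland nor a tumor of another model was analysed here. The authors modeled and normalized the raw signals with dChip, which combines the probes of a set into 1 intensity. Whether mismatch probes were used, and which array served as the baseline, is not given in the sources used here. The deposited values are linear intensities of 45037 probe sets, with medians between 49.98 and 52.01 per array.
From these values, intensities under 1 were set to 1 and converted to log2, and the median was taken where a gene had several probe sets, as in the paper's methods. The platform annotation gave a single gene symbol to 34945 probe sets, several to 932 and was without an entry for 9160, and the first of these yielded 18193 genes. Stat1, Areg and Prlr had no probe set with a single listed symbol and were not analysed here, so the loss of Stat1 was not checked on these arrays. Because the tumors have no comparison group, each gene was set against the background of its array, defined as the 95th percentile of 62 genes typical of other tissues, such as the lens, retina, testis, pituitary and pancreas, or of the Y chromosome. The pituitary genes include Prl and Gh, hormones that act on the mammary gland. This background lay between 31.2 and 39.4 intensity units. A gene was called above background when its log2 intensity exceeded it over the 5 tumors with a limma adjusted p under 0.05. This held for 9984 of 18193 genes (54.9%) and for 1 of the 62 background genes. The latter count is low by construction, since these same genes set the level, and gives no rate of false calls. With the 99th percentile as background the count over all genes was 4057. That level was 45.5 to 106.8 in tumors 1, 2, 4 and 6 and 421.6 in tumor 3, where the background gene Gcg had an intensity of 5371. A gene's brightness depends on its probes, so levels were compared between tumors for the same gene and not between genes. The number of arrays limits the precision, and with 1 array per tumor a difference between single tumors has no test.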

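Over the intrinsic genes, the set whose expression separates breast cancer subtypes, tumors 1 and 2 were the closest pair by correlation and median difference. Over the 91 of these genes with a named probe set, Pearson's r of log2 intensities across genes had a median of 0.932 over the 10 pairs of tumors, from 0.885 for tumors 3 and 4 to 0.962 for tumors 1 and 2. Tumors 1 and 6 (0.959) and tumors 2 and 6 (0.955) were close behind. In each of these 2 pairs 7 intrinsic genes differed over 2-fold, compared with 8 between tumors 1 and 2. The intensity of an intrinsic gene differed by a median of 1.22-fold between tumors 1 and 2, 1.30-fold between tumors 2 and 6 and 1.53-fold between tumors 3 and 6. Of the 9984 genes above background, 386 (3.87%) differed over 2-fold between tumors 1 and 2, while 1248 (12.5%) did so between tumors 2 and 3. Tumor 3 differed over 2-fold from each other tumor in a mean of 1103 genes, compared with 780.2 for tumor 1.

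**Figure D1:**
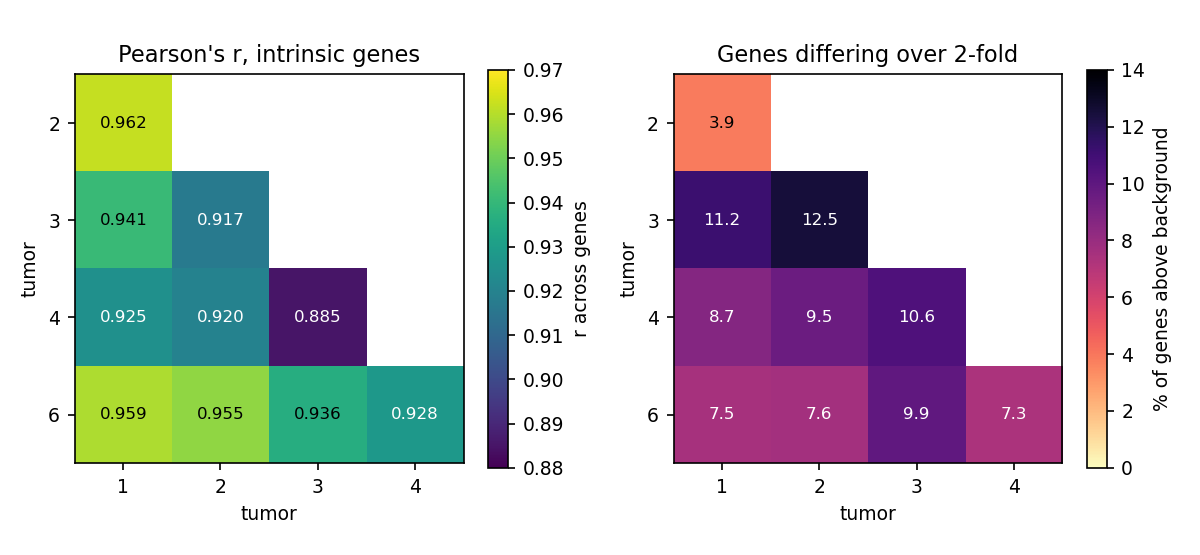
Correlation and differences of the 5 primary STAT1-/- tumors by pair, with the tumor numbers on both axes. The left panel gives Pearson's r of log2 intensity across 91 intrinsic genes, and the right panel gives the percentage of the 9984 genes above background whose intensity differed over 2-fold, which is lowest for tumors 1 and 2 (3.87%) and highest for tumors 2 and 3 (12.5%).

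These r are across genes, which are not independent replicates, and they include the differences in brightness between probe sets that any 2 arrays share. The median r over all genes was as high (0.937), so r alone does not show how alike the tumors are.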

Hierarchical clustering analysis revealed that the five primary STAT1^-/- ^ERα^+ ^mammary tumors not only resembled one another but also closely resembled human luminal breast cancers (Figure 8A). STAT1^-/- ^ERα^+ ^mammary tumors also showed elevated transcription of genes characteristic of luminal breast cancers (for example, *keratin 8*, *keratin 18*, *XBP1*, *GATA3*, *MYB*, *AREG*, and *FOXA1*) (Figure 8B). 

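Transcripts of the luminal genes named in Fig. 8B were far above background in all 5 tumors. The luminal keratins Krt8 and Krt18, which pair to form the filaments of simple epithelia, had intensities of 7625 ± 1157 (SD, n = 5 tumors) and 8970 ± 1478 (SD, n = 5). The transcription factors Foxa1, which opens chromatin for ERα, and Gata3, which maintains the luminal fate, had intensities of 5061 ± 432.9 (SD, n = 5) and 2156 ± 300.7 (SD, n = 5). Xbp1, a transcription factor of the unfolded protein response, had an intensity of 3116 ± 510.0 (SD, n = 5), and the transcription factor Myb 1425 ± 297.1 (SD, n = 5). All 6 genes were above background by limma, over all genes and when adjusted over the list alone, with log2 differences from 5.31 for Myb (standard error 0.19, adjusted p = 2.69e-07 from limma) to 7.98 for Krt18 (standard error 0.17, adjusted p = 9.46e-08 from limma). Areg was not analysed here. Of the luminal keratins listed beforehand, 4 of 4 were above background (4 when adjusted over the list alone), with Krt19 at 9132 ± 1161 (SD, n = 5) and Krt7 at 2887 ± 907.0 (SD, n = 5).

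**Figure D2:**
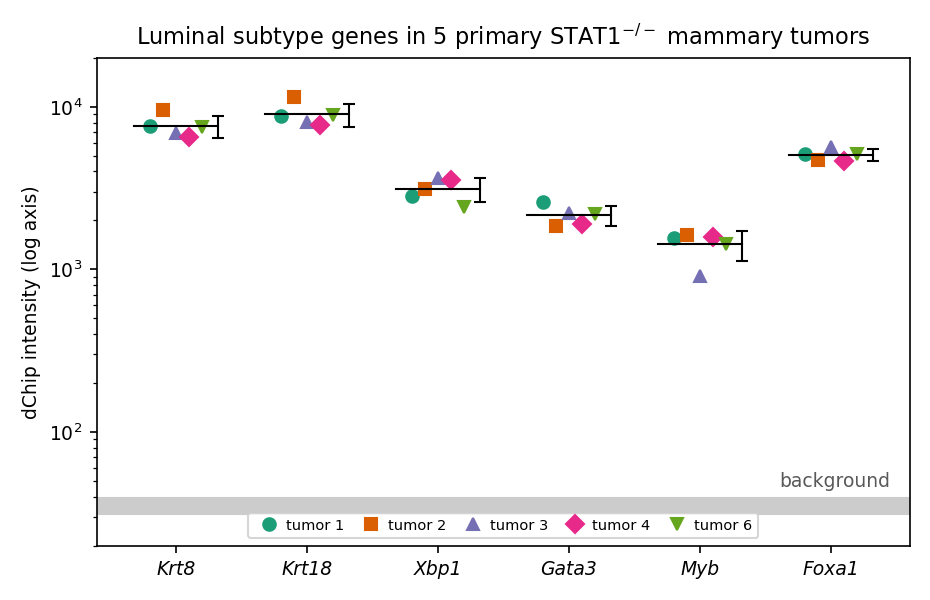
Intensities of 6 luminal subtype genes on a log axis. Each symbol is 1 of the 5 tumors, horizontal lines are means, error bars are the SD, and the gray band spans the background of the 5 arrays (31.2 to 39.4). Every symbol lies above the band, and Myb in tumor 3 (912.3) lies apart from the 4 other tumors (1427 to 1638).

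The highest tumor exceeded the lowest by 1.23-fold for Foxa1, 1.41-fold for Gata3, 1.47-fold for Krt8, 1.49-fold for Krt18, 1.51-fold for Xbp1 and 1.80-fold for Myb. The median SD of these 6 genes between tumors was 0.216 on the log2 scale, at the 38.0th percentile of 10000 random lists matched on mean log2 intensity. In tumor 2 the intensity of Krt18 was the highest on the array. Whether the top of the signal range narrowed the spans of Krt8 and Krt18 was not tested. Their small spans alone therefore do not show that the tumors were alike in these keratins. The elevation shown in Fig. 8B is relative to the merged human and mouse datasets, which were not analysed here.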

In agreement with the previous report [36], samples from other mouse mammary tumor models consistently clustered away from human luminal breast cancers (Figure 8A). Finally, analyses using two other statistical methods (sigClust [42] and consensus clustering [43]) also supported the conclusion that STAT1^-/- ^ERα^+ ^mammary tumors grouped more consistently and reproducibly with human luminal breast cancers than any other mouse mammary tumor model (see Materials and methods). Specifically, results from the consensus clustering analysis indicated that the STAT1^-/- ^mammary tumors and human luminal breast cancers clustered 62% of the time upon 1,000 re-samplings but that the MMTV-Neu and MMTV-PyMT clustered with human luminal breast cancers only 42% of the time upon 1,000 re-samplings. Together, the STAT1^-/- ^ERα^+ ^mammary tumors display high molecular homogeneity and a striking similarity to human luminal breast cancers.

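The luminal subtype genes of Fig. 8B had an SD between the tumors like that of lists matched on intensity (38.0th percentile), whereas several other lists had a larger one. Of these, the proliferation, interferon-stimulated, neutrophil, fibroblast and alveolar lists stayed at or above the 95th percentile whichever single tumor was left out. The 17 proliferation genes above background were all lowest in tumor 3. Pcna, the sliding clamp of DNA replication, had an intensity of 1724 in tumor 3 and of 2705 to 3944 in the others, and Racgap1, which acts in cytokinesis, 51.36 against 157.4 to 339.7. Of 22 interferon-stimulated genes, 9 were highest in tumor 1 and 8 in tumor 6, while 10 each were lowest in tumors 3 and 4. Oas1a, an antiviral enzyme, was at 886.1 in tumor 6 and 85.59 in tumor 4. Of the stromal genes, macrophage genes were highest in tumor 2, where the scavenger receptor Cd163 reached 2351 against 438.2 in tumor 4, and the collagen-binding fibroblast gene Lum was lowest in tumor 6 (177.0 against 836.4 to 2488).
Each list was scored per tumor as the mean difference, in log2, of its genes above background from their 5-tumor mean. The limma call counts against genes that differ between tumors, and lists with under 4 called genes were not scored. Left out in this way were muscle and adipocyte genes, higher in tumor 1 than in the others by a median of 50.2-fold and 11.4-fold. Many of these lay under background in tumors 3, 4 and 6, and 4 of 10 adipocyte genes were above it in tumor 2. Values under background were not raised to it here, so these folds are imprecise and may be too large. In tumor 1 the median log2 difference from background was 5.17 for the muscle and 2.59 for the adipocyte genes. The scores of the luminal subtype genes stayed between -0.07 and 0.11, and those of the ERα-regulated genes that the Discussion names between -0.09 and 0.07, while those of the longer list of estrogen receptor targets ran from -0.26 in tumor 6 to 0.25 in tumor 4. Luminal keratin scores ran from -0.22 in tumor 4 to 0.40 in tumor 2. Scores of hormone-sensing luminal genes ran from -0.40 in tumor 2 to 0.36 in tumor 4, with a median SD of 0.45 at the 98.0th percentile of matched lists, but at percentile 74.4 without probe sets that can match several transcripts and 77.4 with the 99th percentile as background. Scores of alveolar and milk protein genes ran from -0.44 in tumor 2 to 0.67 in tumor 3. The proliferation score ranged from -1.03 in tumor 3 to 0.49 in tumor 4, a 2.86-fold range. The interferon-stimulated score ranged from -0.79 in tumor 4 to 0.64 in tumor 6, the macrophage score from -0.43 in tumor 4 to 0.71 in tumor 2, the score of immediate early and stress genes from -0.55 in tumor 4 to 0.30 in tumor 2, the endothelial score from -0.54 in tumor 4 to 0.24 in tumor 2, and the fibroblast score from -0.74 in tumor 6 to 0.55 in tumor 2. Scores of hypoxia and glycolysis genes ran from -0.75 in tumor 4 to 0.60 in tumor 6. Within this list the hypoxia marker Car9 spanned at least 30.5-fold and the glycolytic enzyme Ldha 1.27-fold. Without tumor 4 the log2 span of Car9 fell from 6.03 to 2.59, and Car9 was not called with the 99th percentile as background. The score of the 4 neutrophil genes above background ranged from -0.71 in tumor 1 to 0.52 in tumor 6. S100a8 and S100a9 were lowest in tumor 1 (130.3 and 84.87), but Csf3r was lowest in tumor 4.

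**Figure D3:**
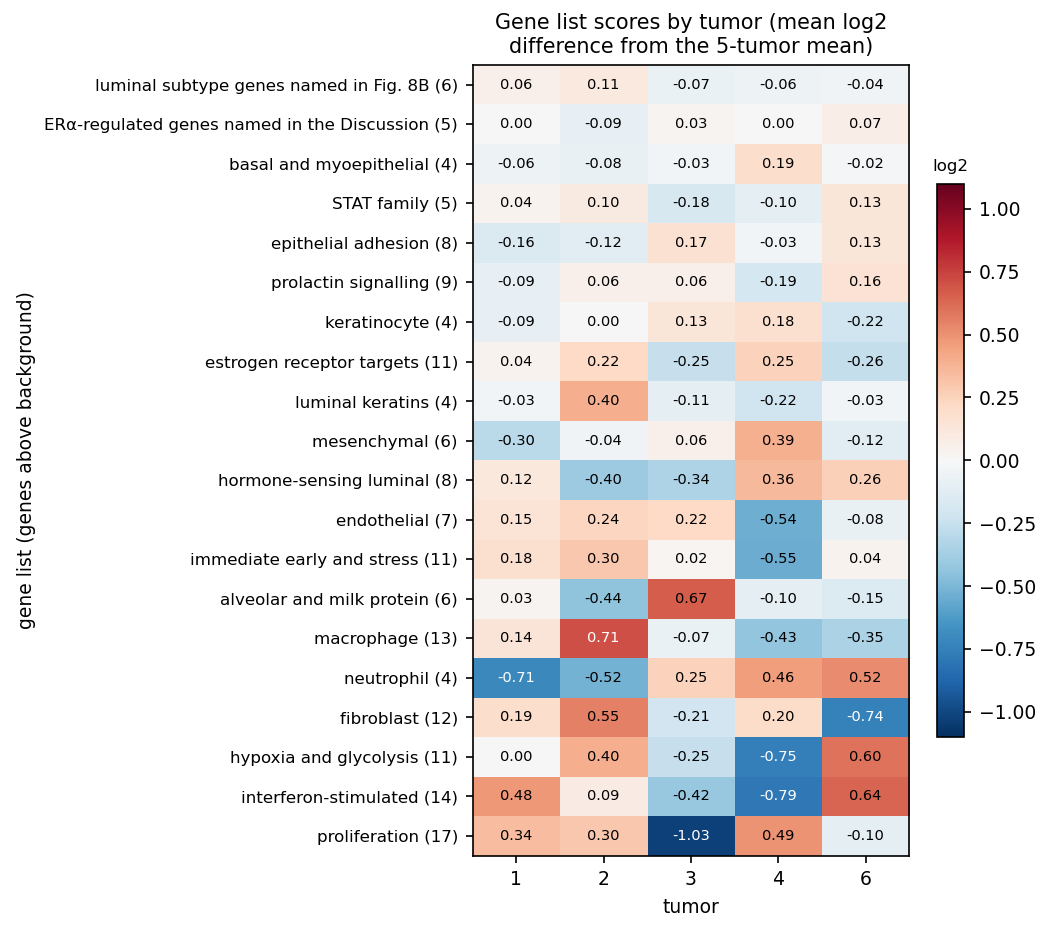
Scores of 20 gene lists in the 5 tumors. Rows are lists with the number of genes above background, columns are tumors, and each cell is the mean log2 difference of the list's genes from their 5-tumor mean. The luminal subtype genes lie near 0 in all tumors, and the proliferation genes range from -1.03 in tumor 3 to 0.49 in tumor 4.

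Of 21 lists with at least 4 genes above background, 13 had a median SD at or above the 95th percentile of 10000 random lists matched on mean log2 intensity (8 without tumor 6), and the proliferation, interferon-stimulated and neutrophil genes also varied together, with 85.5%, 78.6% and 94.5% of their variance on the first principal component (percentiles 99.7, 96.0 and 98.0). Without tumor 3 the proliferation genes no longer varied together (percentile 3.6), the percentile of the interferon-stimulated genes was 93.4, 93.6, 77.7 and 92.8 without tumors 1, 3, 4 and 6 and 89.3 with the 99th percentile as background, and that of the neutrophil genes 89.2 without tumor 1. The neutrophil share rests on 4 unscaled genes, with log2 SDs from 0.20 for Csf3r to 1.07 for S100a9. Matched lists had a median share of 72.1%. With the 99th percentile as background 1 neutrophil gene was called, and 3 without probe sets that can match several transcripts. The list was therefore not scored in these settings. The percentile of the median SD fell below 95 without single tumors for 7 of the 13 lists, to as low as 49.1 for the mesenchymal genes (without tumor 3), 55.7 for the macrophage genes (without tumor 2), 71.2 for the endothelial genes (without tumor 4), 87.6, 90.6 and 93.3 for the hormone-sensing luminal, the hypoxia and glycolysis and the basal and myoepithelial genes (without tumor 6), and 92.9 for the immediate early and stress genes (without tumor 4). Among all genes above background, 3042 of 9984 (30.5%) spanned over 2-fold between the highest and the lowest tumor (1987 without tumor 3) and 565 (5.66%) over 4-fold.
Among genes called above background over the 5 tumors, the 10 with the largest span of log2 intensity included Krt15, a basal and progenitor keratin, at 86.85 in tumor 4 and 1501 to 8205 in the others, and Ereg, a ligand of the epidermal growth factor receptor, at 68.91 in tumor 4 and 4084 to 4800 in the others. The transcription factor Onecut2 was at 10.60 in tumor 3 and at 309.8 to 731.8 elsewhere. The secreted hepatokine gene Fgl1 spanned 116.2-fold, Wfdc12 83.8-fold and the protease inhibitor gene Serpina1b 76.4-fold. The lowest values of Fgl1 (39.25 in tumor 1) and Serpina1b (42.12 in tumor 4) lay close to the background there (32.6 and 39.4), so these folds are imprecise. With a lowest tumor under background, which was raised to background, the tight junction gene Cldn6 spanned at least 43.8-fold, Igha, which encodes the heavy chain of immunoglobulin A, at least 41.9-fold and 2610528A11Rik at least 16.4-fold, as for Car9. Leaving out single tumors ended the call above background for Cldn6, Onecut2, Igha and 2610528A11Rik. With the highest probe set these, Fgl1 and Car9 lost the call. Cldn6, Fgl1, Car9 and 2610528A11Rik have 1 probe set each, so for them only the background rose in that setting. Leaving out tumor 4 reduced the log2 span of Ereg to 0.23, that of Fgl1 from 6.86 to 4.26 and that of Serpina1b from 6.26 to 3.09. It reduced that of 2610528A11Rik from 6.01 to 2.28 and that of Krt15 from 6.56 to 2.45. The span of Wfdc12 fell from 6.39 to 3.85 without tumor 6 and that of Onecut2 from 6.11 to 1.24 without tumor 3. That of Cldn6 fell from 6.88 to 3.61 without tumor 2 and that of Igha from 6.01 to 3.06 without tumor 1. Muscle transcripts were above background in 13 of 13 listed genes in tumors 1 and 2 but in 2, 4 and 3 of 13 in tumors 3, 4 and 6. From hierarchical clustering, sigClust and consensus clustering over the intrinsic genes, together with the human and other mouse datasets, the paper concludes that these tumors are molecularly homogeneous and similar to human luminal breast cancers.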

**Figure 8:**
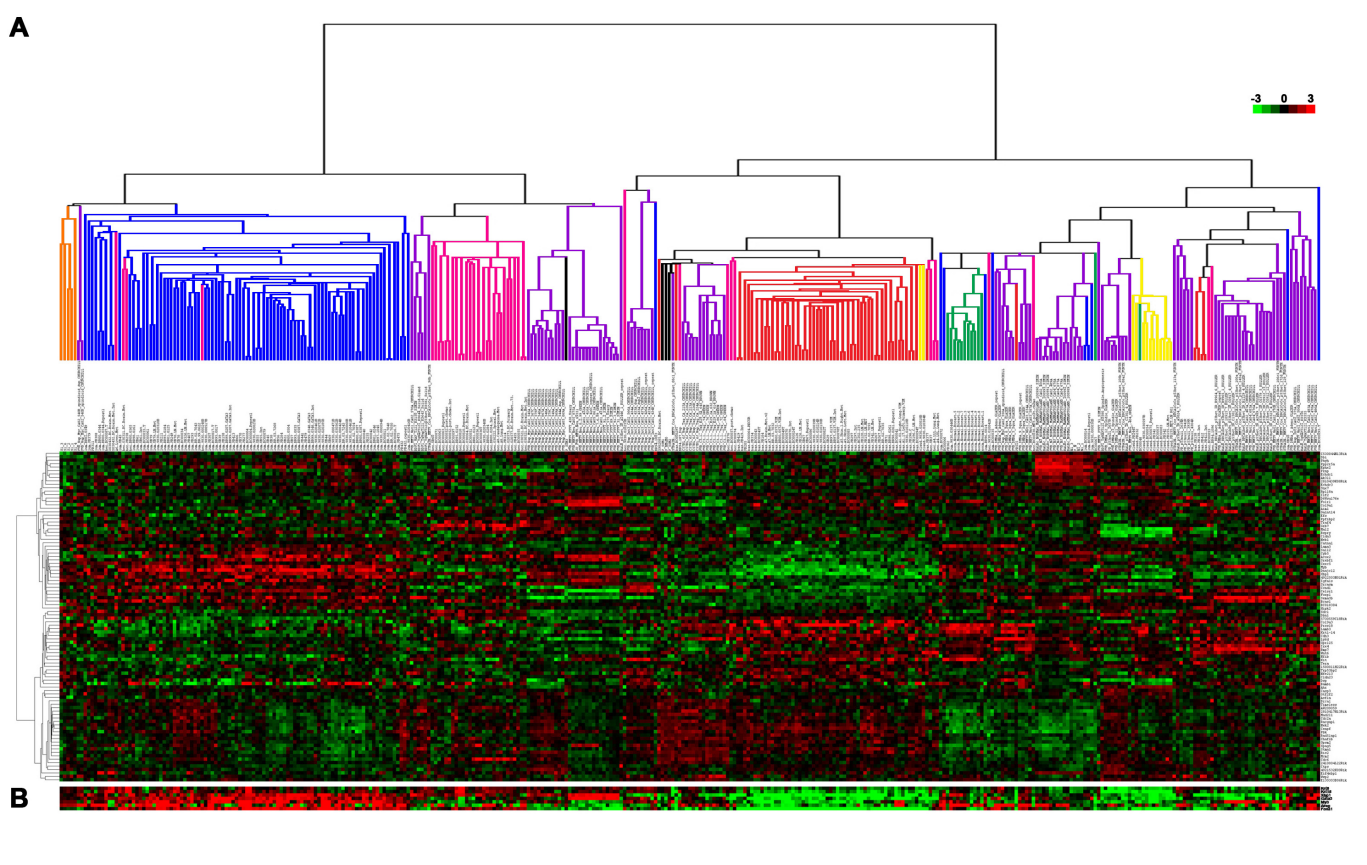
**Gene expression profiles of primary STAT1^-/- ^estrogen receptor-alpha-positive (ERα^**+**^) mammary tumors show significant overlap with that of human ERα^**+ **^luminal breast cancers**. **(A) **Five primary STAT1^-/- ^ERα^+ ^mammary tumor datasets (S1_1, S1_2, S1_3, S1_4, and S1_6; orange) were analyzed with 232 annotated human breast cancer datasets and 13 other mouse mammary tumor models (purple) by hierarchical clustering using 96 genes known to be among those that are diagnostic for different human breast cancer subtypes [36]. Genes are represented in rows, and datasets are represented in columns. Red represents genes that are overexpressed compared with the median, whereas green represents genes that are underexpressed compared with the median. The STAT1^-/- ^ERα^+ ^mammary tumors (orange) cluster closely to the human luminal breast cancers (blue) at the far left of the heatmap, underscoring the significant relatedness between the two cohorts. All human samples are colored by intrinsic subtype as determined in [36]: blue = luminal, red = basal-like, pink = HER2^+^/ER^-^, yellow = claudin-low, and gree*n *= normal breast-like. Expression values of the datasets can be found in Additional file 3. **(B) **Display of seven genes that are important identifiers for the luminal subtype: *KRT8*, *KRT18*, *XBP1*, *GATA3*, *MYB*, *AREG*, and *FOXA1 *(from top to bottom). See Additional file 3 for the expression values of these genes. HER2, human epidermal growth factor receptor 2.

### A cell-autonomous role of STAT1 in suppressing mammary tumor formation

The above observations led us to conclude that STAT1 suppresses tumor development in the mammary gland. It is possible that STAT1 confers this role by mediating the elimination phase of immunoediting. However, since the immunodeficient RAG2^-/- ^mice never developed mammary tumors and the loss of STAT1 expression was observed only in the neoplastic cells of human breast cancers, we hypothesized that STAT1 might act as a cell-intrinsic tumor suppressor in mammary epithelium. We first investigated whether enforced expression of STAT1 in STAT1^-/- ^mammary tumor cells affected their tumorigenic phenotype. This approach has been used in the past to define several other tumor suppressors [54]. Retroviral transduction of WT STAT1 into SSM1, SSM2, and SSM3 resulted in expression of STAT1 protein levels in each cell line comparable to that in unmanipulated NMuMG (Figure 9A). Enforced expression of WT STAT1 led to apoptosis of a substantial percentage of SSM2 and SSM3 but not of SSM1 or NMuMG (Figure 9B). Therefore, the tumor suppression function of STAT1 is cell-autonomous.

**Figure 9:**
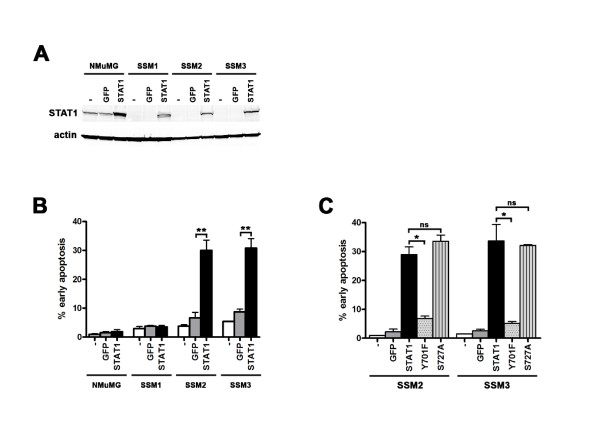
**Tumor suppressor function of STAT1 is cell-autonomous**. **(A) **STAT1 was ectopically expressed in SSM1, SSM2, and SSM3 by retroviral transduction (STAT1) to levels comparable to the endogenous level in nontransduced (-) NMuMG. STAT1 was also overexpressed in NMuMG (STAT1). Retrovirus expressing GFP alone was used as a negative control (GFP). **(B) **STAT1 reconstitution in SSM2 and SSM3 resulted in 4.5- and 3.5-fold increases in early apoptosis (that is, annexin V-positive, 7-AAD-negative cells) 3 days post-transduction, respectively. **P < 0.005. **(C) **Tyrosine 701 is required for STAT1-mediated apoptosis in SSM2 and SSM3. Retrovirus expressing GFP, WT STAT1 (STAT1), and STAT1 mutants (Y701F or S727A) were transduced into SSM2 and SSM3. Mutation in Y701 (Y701F) abolished the ability of STAT1 to induce cell death, whereas that in S727 (S727A) was still capable of inducing cell death. SSM2, *P = 0.02. SSM3, *P = 0.04. *P *values were obtained with unpaired *t *test. ns, not significant; SSM, spontaneous STAT1^-/- ^mammary (epithelial tumor cell line).

Since phosphorylation at the tyrosine residue at position 701 synergizes with that at the serine residue at position 727 of STAT1 to effect the maximal transcriptional activity [53,55], two STAT1 mutants, one lacking the Tyr residue (Y701F) and one lacking the Ser residue (S727A), were tested for their ability to induce tumor cell death. Even when expressed at levels comparable to those achieved with WT STAT1, the Y701F mutant was unable to induce apoptosis when expressed in SSM2 and SSM3 (Figure 9C). In contrast, the S727A mutant displayed an indistinguishable phenotype as the WT STAT1. Thus, the tumor suppressor action of STAT1 requires tyrosine phosphorylation, but not serine phosphorylation, of STAT1.

## Discussion

Current dogma, based on gene expression analyses of intact breast cancer biopsies, holds that STAT1 mRNA levels are elevated in breast cancer tissues compared with normal breast tissues [3], leading to the hypothesis that STAT1 might facilitate tumor outgrowth. Here, we have presented a novel finding demonstrating a selective loss of STAT1 expression in neoplastic epithelial cells, but not in the surrounding stromal cells, compared with normal mammary epithelium. Additionally, this tumor cell-specific effect was observed more frequently in ERα^+ ^than in ERα^- ^human breast cancers. Therefore, an increase in STAT1 mRNA levels in the subset of breast cancer cases that exhibit low STAT1 expression in the neoplastic cells could be explained by a selective upregulation of STAT1 transcription in the stromal cells alone. Our findings thus indicate that the regulation of STAT1 expression is cell context-dependent and a STAT1 activation signature in whole-tumor biopsy might not reflect the biology of the entire tumor microenvironment. The clinical implication of these findings is that caution should be taken in interpreting the involvement of STAT1 in treatment outcomes when STAT1 activation signature in whole-tumor biopsies is used as a prognostic indicator.

Since downregulation of STAT1 expression is restricted to the neoplastic epithelial cells but not to the surrounding stromal cells, somatic silencing of STAT1 transcription may occur preferentially in the breast cancer cells. STAT1 promoter methylation in squamous cell carcinomas and prostate cancers has been proposed to be a mechanism whereby STAT1 transcription is repressed during transformation [56,57]. It is conceivable that STAT1 promoter methylation is likewise in action during breast cancer progression. However, we cannot eliminate the possibility that STAT1 downregulation occurs at the post-transcriptional level. Investigation undertaken to differentiate these possibilities and to determine whether STAT1 loss correlates with clinical outcome is ongoing.

To investigate the role of STAT1 in mammary tumorigenesis, we employed a novel murine system that provided mechanistic insights into the physiological consequence of loss of STAT1 expression. Specifically, we find, much to our surprise, that STAT1^-/- ^female mice spontaneously develop mammary gland adenocarcinomas that show remarkable similarities to human ERα^+ ^luminal breast cancers. Pathologically, the STAT1^-/- ^mammary tumors progress from a preneoplastic state classified as mammary intraepithelial neoplasia to adenocarcinoma, mirroring the progression of human breast cancer from atypical hyperplasia to ductal carcinoma *in situ *and finally to invasive carcinoma. The hormone receptor status of the STAT1^-/- ^mammary tumors also shows a remarkable parallel to human ERα^+^/PR^+ ^breast cancers. Biologically, STAT1^-/- ^mammary tumor cells depend on ovarian hormones for both the initiation and the maintenance of tumor growth. CD49f^int ^CD24^hi ^luminal epithelial cells are enriched for hormone receptor-positive cells that are rarely found in the myoepithelial cell subset [58]. It is tempting to speculate that the tumor-initiating cells in the STAT1^-/- ^mammary tumors reside in the luminal epithelial subset because of the significant expansion of these cells in the preneoplastic lesions. Future work will be focused on elucidating the nature of these tumor-initiating cells.

The penetrance of multiparous STAT1^-/- ^mice is remarkably close to 100%, suggesting that pregnancy-associated hormones can accelerate tumorigenesis. At present, it is not possible to conclude that these hormones are required for the tumorigenesis of the STAT1^-/- ^mammary glands since nulliparous STAT1^-/- ^mice also develop mammary tumors. While elucidating the roles of pregnancy-associated hormones in mammary tumorigenesis will be the target for future investigation, work investigating the mechanism by which STAT1 suppresses tumor formation has begun. We employed a classic approach that has been used to validate tumor suppressors in the past [54]. Similar to the classic tumor suppressors, restoration of WT STAT1 in the STAT1^-/- ^mammary tumor cells spontaneously causes tumor cell death. Our findings thus demonstrate that the tumor suppressor function of STAT1 is cell-autonomous. A mutant form of STAT1 lacking the functionally critical Tyr 701 residue is defective in this function, suggesting that STAT1 suppresses tumor formation by regulating the transcription of its target genes. Since phosphorylation in Ser 727 is functionally distinct from and independent of that in Tyr 701 [55,59,60], the inability of the S727A mutant to abrogate cell death suggests that tumor suppression mediated by STAT1 does not require S727-dependent target genes, like *GBP-1 *[55]. Although we cannot completely eliminate the possibility that STAT1 can also act as an extrinsic tumor suppressor via its ability to mediate functional anti-tumor immunity, the cell-intrinsic effect of STAT1 is consistent with recent studies demonstrating a role for STAT1 in suppressing ErbB2/Neu-driven tumor formation [21,22]. Epithelial-specific deletion of STAT1 accelerates tumor development in the ErbB2/Neu tumor model. Therefore, STAT1 might exert a broader tumor suppression function against multiple oncogenic pathways. It is then noteworthy that STAT1 expression is also diminished in the neoplastic cells of 22% of the human HER2^+ ^breast cancer cases that we examined in this study.

Although the current repertoire of endocrine therapy is remarkably effective in treating ERα^+ ^breast cancers, about 30% to 50% of the patients still suffer from recurrences [61-63]. Novel therapeutic targets for the treatment of ERα^+ ^breast cancers are, therefore, still needed. Preclinical models of human ERα^+^/PR^+ ^breast cancers are essential for the testing of new treatments. However, only a limited number of models produce tumors that contain a significant proportion of hormone-dependent ERα^+^/PR^+ ^tumor cells [5-8]. In addition, very little is known about the molecular characteristics of the few existing mouse ERα^+^/PR^+ ^tumor cell lines and thus it has not been possible to establish their genetic relationship to human luminal breast cancers. In contrast, STAT1^-/- ^mammary tumors exhibit well-defined tumor progression kinetics and a set of highly reproducible and homogeneous histopathological, biological, and molecular characteristics that closely resemble human luminal breast cancers. 

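Esr1, which encodes ERα, and Pgr, which encodes PR, were above background in each of the 5 tumors. The intensity of Esr1 was 606.4 ± 71.5 (SD, n = 5 tumors), a log2 difference from background of 4.10 (standard error 0.14, adjusted p = 2.20e-07 from limma), and the highest tumor exceeded the lowest by 1.32-fold. That of Pgr was 266.1 ± 59.8 (SD, n = 5), a log2 difference of 2.89 (standard error 0.16, adjusted p = 2.01e-06 from limma), with a 1.72-fold span. The probe sets of both genes disagreed. Of the 3 for Esr1, the brightest had a mean intensity of 1840 and was above background in 5 of 5 tumors, whereas the dimmest had a mean of 35.9 and was so in 2 tumors. The brightest spanned 1.96-fold and was highest in tumor 1, while the median over probe sets was highest in tumor 6. Of the 3 for Pgr, the brightest had a mean of 3814 and the dimmest a mean of 37.3.
Of the genes that the Discussion names as regulated by ERα, 5 of 5 measured, namely Esr1, Pgr, Gata3, Xbp1 and Foxa1, were above background (5 when adjusted over the list alone). Such a call held for 54.9% of all genes. It does not measure elevation over normal gland or other tumors, which were not analysed here. Of 14 estrogen receptor targets listed beforehand, 11 were above background (11 when adjusted over the list alone), 2 were below it and 1 did not pass the test. The lysosomal protease Ctsd had an intensity of 3632 ± 712.1 (SD, n = 5) and the secreted peptide Tff1 192.3 ± 21.8 (SD, n = 5), although Tff1 was not called with the 99th percentile as background. Stc2, a secreted glycoprotein, spanned 10.8-fold, from 189.9 in tumor 3 to 2052 in tumor 4. Of 10 genes of hormone-sensing luminal cells, 8 were above background (8 when adjusted over the list alone) and 1 was below it. Cited1, a coactivator of ERα, was at 205.8 in tumor 3 and at 1686 to 3114 in the others. Tnfsf11, the RANK ligand that PR induces, was chosen after its values were seen, with intensities of 641.5 in tumor 6, 216.8 in tumor 4, 103.5 in tumor 3 and under 10 in tumors 1 and 2, and it did not pass the test (adjusted p = 0.37 from limma).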

Most importantly, STAT1^-/- ^mammary tumors express elevated levels of ERα, PR, GATA3, AREG, XBP1, and FOXA1, all of which are regulated by the transcriptional control of ERα. In agreement with this activated ERα genetic signature, STAT1^-/- ^mammary tumor is also a unique preclinical model because of its sensitivity to standard endocrine therapy, including estrogen deprivation therapy (this study) and treatment targeting ERα (AM Fowler and MJ Welch, manuscript in preparation). Furthermore, STAT1^-/- ^mammary tumor cells are transplantable orthotopically into both immunocompetent and immunodeficient mice, facilitating the examination of immune-based therapies, which otherwise would not be possible in xenograft models using ERα^+^/PR^+ ^human breast cancer cell lines. Thus, this model not only allows one to study the entire developmental program of luminal mammary tumorigenesis but also permits short-term experiments using a tumor cell transplantation approach. For these reasons, the STAT1^-/- ^mammary tumor is an exceptional model for human ERα^+ ^PR^+ ^luminal breast cancers.

## Conclusions

The important findings of this study are that loss of STAT1 expression is a frequent event during the progression of human breast cancers and that loss of functional STAT1 in mice causes spontaneous development of mammary adenocarcinomas. These murine STAT1^-/- ^mammary tumors closely recapitulate the progression and biology of human ERα^+ ^luminal breast cancers. This is underscored by the potent anti-tumor action of ovarian ablation therapy on the STAT1^-/- ^mammary tumors. Our results thus validate the physiological relevance of our novel mouse ERα^+^/PR^+ ^STAT1^-/- ^mammary tumors for potential translatability to human breast cancer research.

## Abbreviations

CK: cytokeratin; DAPI: 4'-6-diamidino-2-phenylindole; DMEM/F12: Dulbecco's modified Eagle's medium/F12; E2: estradiol; ERα: estrogen receptor-alpha; FBS: fetal bovine serum; H&E: hematoxylin and eosin; HER2: human epidermal growth factor receptor 2; IFN: interferon; IQR: interquartile range; MIN: mammary intraepithelial neoplasia; PBS: phosphate-buffered saline; PR: progesterone receptor; S1N: STAT1-null; Ser: serine; SSM: spontaneous STAT1^-/- ^mammary (epithelial tumor cell line); Tyr: tyrosine; WT: wild-type.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SRC conceived and planned the study, analyzed data, wrote the paper, analyzed the results, monitored mammary tumor development in different cohorts of mice, generated the SSM cell lines, and performed all of the biochemical, molecular, and *in vivo *studies. RDS conceived and planned the study, analyzed data, and wrote the paper. SL performed immunohistochemical studies on the human breast cancer biopsies. WV and LL analyzed the results. DEL monitored mammary tumor development in different cohorts of mice. JL performed gene expression profiling analyses and oversaw all statistical analyses. LJTY performed whole-mount analyses. CR performed Southern blotting. CA performed molecular studies. AMF and MJW contributed to study design. RDC analyzed the pathology of the STAT1^-/- ^mammary tumors. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Figure **1. **Evidence against translocation of endogenous murine mammary tumor virus (MMTV) as the cause of STAT1^-/- ^mammary tumorigenesis**. Southern blot analysis was used to detect the translocation of MMTV long terminal repeats (LTR). Genomic DNA was harvested from nontransformed mammary glands of young or aged nulliparous STAT1^-/- ^mice (lanes 2, 3, 12, and 13), nontransformed mammary glands of retired STAT1^-/- ^breeders (lanes 4 and 14), primary STAT1^-/- ^mammary tumors (lanes 6, 7, 16, and 17), or SSM cell lines established from primary STAT1^-/- ^mammary tumors (lanes 8 to 10 and lanes 18 to 20) and digested with either EcoRI (lanes 1 to 10) or PvuII (lanes 11 to 20). The number and the sizes of the DNA fragments hybridized to the MMTV LTR in these samples are indistinguishable from those in WT mammary glands (lanes 1 and 11) and STAT1^-/- ^splenocytes (lanes 5 and 15), arguing against an association between MMTV LTR translocation and mammary tumorigenesis in STAT1^-/- ^mammary glands. Click here for file

Additional file 2 **Supplementary Figure **2. **Establishment of Spontaneous STAT1^-/- ^Mammary (SSM) epithelial tumor cell lines**. **(A) **Primary STAT1^-/- ^mammary tumors were mechanically dissociated and then digested in collagenese solution. Disaggregated tumor and stromal cells were analyzed for the expression of cytokeratin as a marker for epithelial cells (green) and vimentin as a marker for mesenchymal cells (red) by immunofluoresence. Freshly disaggregated tumors were comprised of epithelial tumor cells (green) and stromal fibroblasts (red). **(B, C, and D) **Epithelial tumor cell lines SSM1 **(B)**, SSM2 **(C)**, and SSM3 **(D) **are devoid of stromal fibroblasts as evidenced by the complete absence of vimentin-positive cells. Representative images from 8 independent experiments. Click here for file

Additional file 3 **This file contains the expression values of 96 genes that were used in Figure **8**to classify 232 human breast cancer datasets, 13 mouse mammary models datasets and primary STAT1^-/- ^mammary tumors**. 

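The 96 genes of this file are intrinsic genes, those found earlier to vary more between tumors of different patients than between samples of the same tumor, and shared by the mouse and human platforms. The file gives their values after gene-wise scaling within each dataset and merging of the platforms, so its columns can be compared with each other but not with array intensities. Only its gene list was used here, since the copy of its columns was not complete. Of the 96 symbols, 91 matched a gene with a named probe set. In the 5 primary STAT1-/- tumors, 65 of these 91 were above background by limma (65 when adjusted over the list alone), 10 were below it and 16 did not pass the test, compared with 54.9% of all genes above background. Ly6d, a cell surface marker of epithelial and lymphoid cells, had an intensity of 6482 ± 1998 (SD, n = 5), a log2 difference from background of 7.47 (standard error 0.20, adjusted p = 1.18e-07 from limma). With the 99th percentile of the background genes as the level to exceed, 35 of the 91 were called.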

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

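Expression arrays of 5 primary STAT1-/- mammary tumors, each from a different 129S6/SvEv female mouse, were analysed as 1 group of 5 biological replicates. The authors isolated total RNA with Trizol, hybridized labeled cRNA to Affymetrix GeneChip MOE 430 2.0 arrays and modeled and normalized the raw data with dChip. The values deposited by the authors are intensities on a linear scale, 1 per probe set and tumor, from 0 to 11446. The dChip version, the use of mismatch probes and the baseline array are not given in the sources used here. The deposited table holds 45037 probe sets for each array, with a median intensity between 49.98 and 52.01 and with 36 to 62 probe sets at exactly 0.

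Probe sets were named through the annotation of the array platform and checked against current gene records by gene number. A single symbol was listed for 34945 probe sets, several for 932 and none for 9160, which were not used. Of the single symbols, 34741 matched a current gene record and none was renamed. The median of log2 intensity over probe sets gave 18193 genes. Intensities under 1, which were 0.97% of all values, were set to 1 before the logarithm. This floor was set once the zeros had been seen.

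The background of an array was the 95th percentile of log2 intensity over 62 measured genes of a list of 73 genes of other tissues and the Y chromosome. For each gene, the log2 intensity minus the background of its array was tested against 0 over the 5 tumors with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with an intercept as the only term), with Benjamini-Hochberg adjustment over all genes. A gene was above background at an adjusted p under 0.05 with a mean difference above 0. The spread tested is that between tumors, and the background itself is taken as known. The test was tried on simulated data with the means and SDs of the 18193 genes. It called 29 of 50 genes set to a log2 difference of 0.5 above background, 46 of 50 at 1, 50 of 50 at 2 and 50 of 50 at 4, and 12 of 200 (6%) at a difference of 0. Only differences above 0 are called, so a share under the threshold of 0.05 would be expected there. Calls close to background may therefore be too many.

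Similarity was given as Pearson's r across genes for the 10 pairs of tumors. The spread of a list between tumors was the median SD of its genes, and its joint variation the share of the first principal component of the centered genes, each as a percentile of 10000 random lists matched on mean log2 intensity in 20 bins, computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Except for the 91 intrinsic genes, these lists held genes above background only. On simulated data, lists of 15 genes given a common shift had a principal component share at or above the 95th percentile in 37 of 40 draws, lists of 15 genes varied independently in 0 of 40 and unchanged lists in 2 of 40. The median SD was at or above it in 40 of 40, 40 of 40 and 3 of 40 draws. Shorter lists were not simulated.

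The gene lists, the background list, the tests of the main results, the rule for naming genes and the alternatives, except the gene-wise standardization, were fixed before the data were examined. The simulation of the lists was changed from single draws to 40 draws after a first run. The rule names the genes that the paper names for these tumors, the 10 genes above background with the largest span between tumors, and at most 4 genes per list, those with the largest and smallest SD and with the largest and smallest difference from background. Gcg, Pyy, Tnfsf11, Cdt1 and Cdc6 fall outside it and were chosen after their values were seen. The lists of pancreatic, intestinal, hepatocyte and neuroendocrine genes were also written later, as was the use of the spread over genes in the tests on muscle and neuroendocrine genes. The alternatives were the probe set with the highest mean, quantile normalization, log2 of intensity plus 16, leaving out probe sets that may detect several genes, the 99th percentile as background, leaving out each tumor, and other measures of similarity, spread and span. The human and other mouse datasets, with which the paper merged these tumors, and the clustering of the merged data were not analysed here. Without a second group, no group comparison was made.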

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

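The tests on neighbouring muscle, array shifts, tumor cell share and pancreatic tissue were chosen after the results were seen. Among 112 list scores and genes tested for a tumor far from the other 4, 9 had a gap to the nearest tumor above 0.71 of the whole range. Chance gives about 5% of such gaps, but many of these genes were named for a large SD or span, so that rate does not hold for them. Of the 21 list scores, 1 had such a gap. Tumor 4 stood apart for Ereg (gap 0.962 of the range), Hspa1a (0.766), Fap (0.713) and the score of the basal and myoepithelial genes (0.775). The single genes were lowest there and the score was highest (0.19). That score rests on 4 genes and spans 0.27 on the log2 scale, and 1 of them, Tagln, was lowest in tumor 4. With the highest probe set, where 6 genes were called, the score ran from -0.04 in tumor 4 to 0.05. The gap therefore depends on the probe sets and on the genes called, which were not separated. Tumor 3 stood apart for Nkg7 (0.864), Onecut2 (0.797), Cited1 (0.774), Myb (0.765) and Cd24a (0.738), of which Cd24a was highest and the others lowest there. Over all 9984 genes above background, 634 (6.35%) had such a gap, and tumor 3 was the tumor apart in 42.7% of them.

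Muscle transcripts were highest in tumor 1 for 12 of 13 listed genes and all 13 were above background there, with Mylpf, a myosin light chain, at 1177 in tumor 1, 204.4 in tumor 2 and 35.2 to 106.4 in the others. Of 10 adipocyte genes, 8 were above background in tumor 1 and 2 to 5 in the other tumors. Over all genes above background, the median log2 difference of tumor 1 from the other tumors was 0.025. The arrays had already been normalized to like medians. This value therefore shows only that no shift of the whole array remained in the normalized intensities. Neighbouring muscle in the sample remains a candidate source. It would keep its genes in 1 ratio between tumors 1 and 2, with an SD of the log2 ratio under 1. That SD was 1.30 over the 2 muscle genes called over the 5 tumors. The test was then widened, after that value was seen, to the 13 genes above background in tumors 1 and 2, since the spread between tumors enters the call. Over these the SD was 1.16, above the limit by less than its standard error of 0.24, which keeps this source open. No biological explanation was tested.

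Proliferation genes were lowest in tumor 3, with a median log2 difference of -1.33 from the other tumors over the 17 genes above background. A lower share of tumor cells in tumor 3 would lower luminal and epithelial genes as well, but the median difference of 16 such genes was 0.09, where the SD of the same median between the other 4 tumors was 0.08. Over all genes above background the median difference was -0.01. After the normalization to like medians, this shows only that no shift of the whole array remained in these values. Slower proliferation of tumor 3 is left as a hypothesis, since no measure of cell division was available to test it and the design names no condition that sets tumor 3 apart.

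Gcg, which encodes glucagon, was 7.17 above background on the log2 scale in tumor 3, and Pyy, which encodes the gut hormone peptide YY, was 6.29 above it in tumor 6, each by 1 probe set. Both are outside the genes the paper discusses, were chosen after their values were seen and did not pass the test over the 5 tumors (adjusted p = 0.15 and 0.11 from limma). Pancreatic tissue in tumor 3 would bring its abundant transcripts, but the median of 10 pancreatic genes was -1.66 there on the log2 scale relative to background, the brightest had an intensity of 21.3 and Ins2 was at 2.35. As 5 of the 10 are also background genes, the other 5 were read alone, with a median of -1.71 and 0 above background. Over 9 intestinal genes the median relative to background was -0.45 in tumor 3 and -0.70 in tumor 6, with 2 and 1 genes above background. In tumor 3 this was 0.63 above the median of -1.08 in tumors 1, 2 and 4. Intestinal tissue would raise its genes with Gcg, yet gene by gene the median rise over tumors 1, 2 and 4 was 0.20 in tumor 3 (SD 1.06 over genes, highest 1.30), where Gcg was 6.36 higher, and 0.17 in tumor 6 (SD 0.57, highest 1.07), where Pyy was 5.37 higher, which argues against it. These gene-wise differences were added after the medians were seen. A neuroendocrine program, for which a median difference above 0.5 from tumors 1, 2 and 4 over 11 genes was required, is argued against in tumor 6 (median -0.23, standard error 0.20). In tumor 3 the median of 0.17 was also under that limit, but by less than its standard error of 0.35, so such a program stays open. Of the 11 genes, 6 were higher there, 0 by over 2-fold, and 2 were above background. The limit was set before these medians were seen and the use of the standard error after. No other biological explanation was tested.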

How the results depend on the processing

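The gene-wise standardization was chosen after seeing the data, and the other alternatives before the data were examined. All 6 luminal subtype genes of Fig. 8B stayed above background under each alternative that was run and without each tumor. The bacterial control probe sets were not run as background, because the deposited values hold none. No paired analysis was possible because the 5 tumors come from 5 different mice and form 1 group. Of the values compared for the main results and the list counts, 301 stayed within the spread or within 1.5 times the count and 45 did not. Of those for the levels and spans of single genes, 878 were rated the same. Among the others, 84 levels lost the call, 1 gained it, 26 changed sign and 8 spans between tumors moved. The causes were not tested except where given.

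With the 99th percentile as background, which lowered the mean log2 difference of each gene by 1.49, 35 intrinsic genes, 4057 of all genes and 1141 genes with a span over 2-fold were called, 1 list varied together and 8 had a larger SD. The list counts were then 10 for proliferation, 7 for interferon-stimulated, 4 for prolactin signaling, 3 for endothelial, 2 each for mesenchymal, STAT and keratinocyte genes, 1 each for basal, Introduction and neutrophil genes and 0 each for T and NK cell and muscle genes. Of the named genes, 18 changed sign, which this shift fixes for genes under it (log2 difference from background): Bcl2 -1.03, Mx1 -0.97, Chaf1b -0.95, Krt1 -0.82, Aurka -0.78, Twist2 -0.65, Ighm -0.62, Pdgfra -0.62, Egfr -0.59, Mb -0.45, Cd2 -0.36, Socs1 -0.30, Tbx3 -0.30, Cdkn1b -0.23, Nkg7 -0.14, Cdh2 -0.14, Tek -0.056 and Fcgr1 -0.009. A further 18 lost the call, namely 2610528A11Rik, Bambi, Car9, Casp1, Csf3r, Hspa1a, Igha, Kit, Krt5, Mylk, Mylpf, Onecut2, Racgap1, S100a9, Stat2, Stat5b, Tff1 and Zeb2. The level rose by 3.50 on the log2 scale in tumor 3 and by 0.54 to 1.44 in the other tumors, a mean of 0.99 without tumor 3, and the calls lost through tumor 3 alone were not counted.

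With the highest probe set, Mx1 (-0.47), Krt1 (-0.33) and Twist2 (-0.15) fell below background, Krt14 gained the call (2.59), 12 genes lost it, among them Cldn6, Fgl1, Onecut2, Car9, Igha and 2610528A11Rik, and T and NK cell, adipocyte and muscle genes had 1 call each. Mx1, Krt1, Twist2, Cldn6, Fgl1, Car9 and 2610528A11Rik have 1 probe set each, so their own values were unchanged. For them only the background rose, as it was then taken over the highest probe sets of the background genes. Without probe sets that can match several transcripts, Ighm (-1.11), Tbx3 (-0.63), Mx1 (-0.13), Chaf1b (-0.11) and Bcl2 (-0.027) fell below background, 12 genes lost the call, and the counts were 11 for proliferation, 3 for mesenchymal, 1 for T and NK cell and 0 for muscle genes. Mx1 and Chaf1b had no probe set left out, so for them only the background rose. With log2 of intensity plus 16, which shrinks differences of low values, the median SD of the intrinsic genes was 0.35, adipocyte genes had 1 call and Ighm lost its call. Quantile normalization ended the calls of Igha and 2610528A11Rik.

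The median r over intrinsic genes was 0.90 (0.903) over those above background, 0.933 with Spearman's rho, 0.937 over all genes and -0.148 after gene-wise standardization, where centring fixes the sign. The median SD of the intrinsic genes was 0.36 over those above background and 0.342 as the median absolute deviation. At 4-fold, 565 genes spanned the limit, and with all genes included 8558 spanned 2-fold.

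Leaving out each tumor in turn gave 64 to 67 intrinsic genes and 9649 to 9919 of all genes above background, a median r of 0.923 to 0.948, a median SD of 0.381 to 0.447, 1987 to 2486 genes over 2-fold, 2 to 3 lists varying together and 8 to 13 with a larger SD. The lists gave 1 to 4 calls for T and NK cell genes, 0 to 1 for adipocyte genes and 1 to 2 for muscle genes. The count over 2-fold was lowest without tumor 3 (1987), and the number of lists with a larger SD without tumor 6 (8). For a given gene, fewer tumors cannot widen a span, while the number of calls fell or rose, with 67 intrinsic genes called without tumor 3. The log2 span fell without 1 tumor for Ereg (0.23), Krt15 (2.45), Serpina1b (3.09), Car9 (2.59) and 2610528A11Rik (2.28) without tumor 4, for Fgl1 (4.26) also without tumor 4, for Wfdc12 (3.85) without tumor 6, for Onecut2 (1.24) without tumor 3, for Cldn6 (3.61) without tumor 2 and for Igha (3.06) without tumor 1. Between 6 and 10 named genes lost their call without 1 tumor, among them 2610528A11Rik, Aurka, Bcl2, Cdh2, Cldn6, Igha, Ighm, Mx1, Mylpf, Nkg7, Onecut2 and Pdgfra. Signal over background limits calls close to it, with 29 of 50 genes called at a log2 difference of 0.5 and 46 of 50 at 1 on simulated data, whereas Cldn6, Onecut2, Igha and 2610528A11Rik lie 2.07 to 2.96 above it and have SDs between tumors of 2.32 to 2.92.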

Other observations

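The following are values for the remaining lists and named genes, with counts above background by limma over all genes. For the products of Krt5, Krt14, Trp63, Cd24a, Itga6 and Erbb2 the paper draws on protein staining and flow cytometry, which were not analysed here. Of the basal and myoepithelial genes, 4 of 12 were above background (4 when adjusted over the list alone). Krt5 had an intensity of 144.3 ± 73.5 (SD, n = 5), the actin-binding Tagln 713.1 ± 293.5 (SD, n = 5), Mylk 150.1 ± 8.03 (SD, n = 5) and Egfr 70.6 ± 27.8 (SD, n = 5). For Mylk and Egfr these are medians over probe sets. The brightest of 3 for Mylk had a mean of 356.9 and spanned 2.90-fold. The brightest of 7 for Egfr had a mean of 234.0 and spanned 7.57-fold. Krt14 (65.3 ± 53.4, SD, n = 5, adjusted p = 0.13 from limma) and Trp63 (27.3 ± 12.5, SD, n = 5, adjusted p = 0.08 from limma) did not pass the test. Their probe sets disagreed. The brightest of 3 for Krt14 had a mean intensity of 483.0 and was above background in 5 of 5 tumors, and the brightest of 4 for Trp63 had a mean of 237.6 and was above background in 4 of 5, at 666.2 in tumor 4 and 397.0 in tumor 6. Of the alveolar and milk protein genes, 6 of 15 were above background (6 when adjusted over the list alone), with Mfge8 at 4295 ± 809.0 (SD, n = 5) and Aldh1a3 at 485.7 ± 409.7 (SD, n = 5), and their median SD was at the 100.0th percentile.

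All 8 genes of epithelial adhesion were above background (8 when adjusted over the list alone), with Cdh1 at 4317 ± 367.4 (SD, n = 5) and Ocln at 426.9 ± 134.2 (SD, n = 5). The sorting markers Cd24a and Itga6, which encodes CD49f, were at 5084 ± 1651 (SD, n = 5) and 2682 ± 177.3 (SD, n = 5). Of the mesenchymal genes, 6 of 9 were above background (6 when adjusted over the list alone), with Fn1 at 4488 ± 1717 (SD, n = 5), Zeb2 at 118.1 ± 15.0 (SD, n = 5), Twist2 at 63.7 ± 9.51 (SD, n = 5) and Cdh2 between 23.8 in tumor 2 and 225.6 in tumor 4, and Vim was at 2313 ± 614.6 (SD, n = 5). Of the genes of the HER2 amplicon, 3 of 4 were above background (3 when adjusted over the list alone): Grb7 at 590.2 ± 126.7 (SD, n = 5), Stard3 at 514.3 ± 215.6 (SD, n = 5) and Erbb2 at 352.7 ± 98.7 (SD, n = 5). Of the keratinocyte genes, 4 of 11 were above background (5 when adjusted over the list alone), with Sprr1a at 7029 ± 2531 (SD, n = 5) and Krt1 at 56.2 ± 5.87 (SD, n = 5).

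Of the other STAT genes, 5 of 6 were above background (5 when adjusted over the list alone), with Stat3 at 506.1 ± 50.5 (SD, n = 5) and Stat2 at 103.5 ± 24.1 (SD, n = 5). All 9 prolactin signaling genes were above background (9 when adjusted over the list alone), with Jak2 at 3173 ± 539.5 (SD, n = 5), Cish at 528.6 ± 244.0 (SD, n = 5), Stat5b at 166.7 ± 24.2 (SD, n = 5) and Socs1 at 81.6 ± 15.1 (SD, n = 5). A further list followed what the Introduction says of tumor suppression by STAT1, which speaks of caspases without naming single ones. Of its genes, 3 of 4 were above background (3 when adjusted over the list alone): Casp2 at 493.5 ± 51.4 (SD, n = 5), Casp1 at 191.3 ± 122.5 (SD, n = 5) and Cdkn1b at 85.6 ± 14.3 (SD, n = 5). Of the interferon-stimulated genes, 14 of 22 were above background (13 when adjusted over the list alone), with Irf1 at 1101 ± 273.9 (SD, n = 5) and Mx1 at 52.6 ± 16.7 (SD, n = 5).

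Of the proliferation genes, 17 of 19 were above background (18 when adjusted over the list alone), with Birc5 at 939.0 ± 127.4 (SD, n = 5) and Aurka at 61.8 ± 24.6 (SD, n = 5). Of the hypoxia and glycolysis genes 11 of 11 were above background (11 when adjusted over the list alone), and of the immediate early and stress genes 11 of 12 (11 when adjusted over the list alone), with Hspa1b at 4558 ± 1120 (SD, n = 5), Jun at 2375 ± 473.9 (SD, n = 5) and Hspa1a at 35.1 in tumor 4 and 253.9 to 465.3 in the others.

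Macrophage genes were above background in 13 of 13 (13 when adjusted over the list alone), with Lyz2 at 3868 ± 1562 (SD, n = 5) and Fcgr1 at 99.01 ± 12.5 (SD, n = 5), fibroblast genes in 12 of 12 (12 when adjusted over the list alone), with Postn at 3653 ± 1078 (SD, n = 5), Fap at 778.7 ± 108.3 (SD, n = 5) and Pdgfra at 71.0 ± 32.2 (SD, n = 5), and endothelial genes in 7 of 10 (7 when adjusted over the list alone), with Vwf at 531.2 ± 181.6 (SD, n = 5), Esam at 279.3 ± 27.2 (SD, n = 5) and Tek at 102.8 ± 43.1 (SD, n = 5). Neutrophil genes were above it in 4 of 8 (4 when adjusted over the list alone), with Csf3r at 106.8 ± 15.1 (SD, n = 5), T and NK cell genes in 2 of 12 (1 when adjusted over the list alone), with Cd2 at 78.2 ± 13.5 (SD, n = 5) and Nkg7 at 17.2 in tumor 3 and 114.5 to 154.3 in the others, and B and plasma cell genes in 3 of 10 (2 when adjusted over the list alone), with Sdc1 at 1126 ± 265.1 (SD, n = 5) and Ighm at 78.1 ± 61.5 (SD, n = 5). Muscle genes were called in 2 of 13 (1 when adjusted over the list alone), namely Mylpf and Mb (76.6 ± 28.5, SD, n = 5). By limma, 0 of 10 adipocyte and 0 of 4 erythroid genes were above background, and 0 at an unadjusted p under 0.05. Hepatocyte genes had medians from -1.77 to -0.74 on the log2 scale relative to background, with 0 to 2 of 9 above it per tumor, where 1 of the 9 is also a background gene. Among the named genes close to background, Tbx3 was at 87.1 ± 37.5 (SD, n = 5), Bcl2 at 49.3 ± 10.5 (SD, n = 5) and Chaf1b at 51.4 ± 5.81 (SD, n = 5). These are medians over probe sets that disagreed. The brightest probe sets of Tbx3, Bcl2 and Chaf1b had means of 518.5, 339.0 and 122.6. Each was above background in 5 of 5 tumors. The same held for the brightest of Ighm (996.1), Pdgfra (833.0), Cdkn1b (598.3) and Aurka (314.9).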
